# Fluorene-9-bisphenol is anti-oestrogenic and may cause adverse pregnancy outcomes in mice

**DOI:** 10.1038/ncomms14585

**Published:** 2017-03-01

**Authors:** Zhaobin Zhang, Ying Hu, Jilong Guo, Tong Yu, Libei Sun, Xuan Xiao, Desheng Zhu, Tsuyoshi Nakanishi, Youhei Hiromori, Junyu Li, Xiaolin Fan, Yi Wan, Siyu Cheng, Jun Li, Xuan Guo, Jianying Hu

## Abstract

Bisphenol A (BPA) is used in the production of plastic but has oestrogenic activity. Therefore, BPA substitutes, such as fluorene-9-bisphenol (BHPF), have been introduced for the production of so-called ‘BPA-free' plastics. Here we show that BHPF is released from commercial ‘BPA-free' plastic bottles into drinking water and has anti-oestrogenic effects in mice. We demonstrate that BHPF has anti-oestrogenic activity *in vitro* and, in an uterotrophic assay in mice, induces low uterine weight, atrophic endometria and causes adverse pregnancy outcomes, even at doses lower than those of BPA for which no observed adverse effect have been reported. Female mice given water containing BHPF released from plastic bottles, have detectable levels of BHPF in serum, low uterine weights and show decreased expressions of oestrogen-responsive genes. We also detect BHPF in the plasma of 7/100 individuals, who regularly drink water from plastic bottles. Our data suggest that BPA substitutes should be tested for anti-oestrogenic activity and call for further study of the toxicological effects of BHPF on human health.

## Abstract (web summary)

Bisphenol A is used in the production of many plastic products, but has adverse health effects and is therefore being replaced. Here the authors show that its substitute, fluorene-9-bisphenol, is released from commercial plastic bottles into drinking water, and has anti-oestrogenic effects in mice.

The chemical bisphenol A (BPA) is produced in large quantities for the production of polycarbonate (PC) and epoxy resin plastics, which are used various daily life products^1^,^2^,^3^. In recent years, BPA was shown to have oestrogenic activity, linking BPA to endocrine diseases and to an increased incidence of endocrine-related cancers^3^,^4^,^5^,^6^,^7^,^8^,^9^. Because materials synthesized with BPA were widely used in packing materials for food and beverages, and BPA can be released into food from such containers^1^,^2^,^3^, many countries have restricted or banned the use of BPA in materials or containers that come in contact with food, especially baby bottles for milk or water. This ban has led to the introduction of BPA substitutes by the plastics industry.

One such BPA substitute is, fluorene-9-bisphenol (CAS NO. 3236-71-3), also known as 9,9-bis(4-hydroxyphenyl)-fluorene (BHPF). BHPF is used in the synthesis of polyester polymers such as PC, epoxy resins, polyurethanes, polyesters, polyarylates and polyethers^10^,^11^,^12^,^13^. In recent years, materials containing BHPF have been used to produce a variety of products, including protective coatings, semiconductor encapsulations, composite matrices, moulded products, insulation materials, solder-resistant materials, epoxy floor coatings and structural adhesives, in the electronics, aerospace, automobile and other industries. However, whether BHPF is also used in materials or containers that come into contact with food—including milk bottles, children's bottles and sippy cups—and whether humans are exposed to BHPF remains unclear.

Over the past decades, studies^2^,^3^,^14^,^15^,^16^ have focused on the oestrogenicity of BPA substitutes and related compounds, attributing exposure to such compounds with endocrine-related diseases, such as the loss of gender characteristics, precocious puberty, low semen quality and obesity. However, the anti-oestrogenicity of environmental pollutants, as well as the potential adverse effects thereof, have rarely been studied. Because oestrogens play a critical role in maintaining the development of female reproductive organs and the course of pregnancy, anti-oestrogenic effects may be physiologically important. Anti-oestrogenic drugs, such as tamoxifen (TAM) and U39411, have been reported to prevent pregnancy, reduce litter size and weight, and induce embryonic absorption in animals. According to a report by WHO-UNEP entitled ‘State of the Science of Endocrine Disrupting Chemicals—2012,' (ref. 17) significant knowledge gaps exist on the association between exposure to endocrine-disrupting chemicals and adverse pregnancy outcomes, even though the incidence of these outcomes, such as spontaneous abortion, stillbirth, low birth weight and fetal death, has increased in many countries over the last decades. Therefore, assessing the anti-oestrogenicity of environmental pollutants and evaluating their effects on female development and reproduction is important.

In the present study, we report the presence of BHPF in plastic bottles, measure BHPF concentrations in water released from commercial plastic bottles and in serum samples of human volunteers, determine the anti-oestrogenic activity of BHPF by *in vitro*, *in vivo* and in *in silico* assays, and evaluate the developmental and reproductive toxicities of BHPF using mice following subchronic exposure. We believe that this study will extend the knowledge of environmental anti-oestrogens, and raise awareness of anti-oestrogenic BPA substitutes and the possibility of their causing adverse effects on human health.

## Results

### Determination of BHPF released from plastic bottles

BHPF was identified in a fraction isolated from the methanol leachates of plastic drink bottles labelled ‘BPA-free' using ^1^H and ^13^C nuclear magnetic resonance (NMR) analysis (Fig. 1). The NMR results are consistent with those for BHPF reported previously^11^. After synthesis of a deuterated standard of BHPF (BHPF-d_7_) (Methods, Supplementary Fig. 1a,b), a reliable derivatization method for the sensitive quantification of BHPF in water by gas chromatography-mass spectrometry (GC–MS) was developed (Methods, Supplementary Fig. 1c). We then studied the release of BHPF from 52 commercial plastic bottles into drinking water. The concentrations of BHPF in water samples that had been contained in bottles of different materials are summarized in Supplementary Table 1. The release of BHPF was detectable in 61.11% (11/18) of the water samples from PC bottles, with a maximal concentration of 81.47 ng l^−1^ from a PC water bottle intended for adults. Because PC bottles for babies' milk are now prohibited in China, we purchased three PC bottles from non-Chinese suppliers, and found that BHPF was detectable in the water samples from these bottles. In addition, BHPF was also detected in water from two bottles made of Eastman Tritan copolyester, a BPA-free material.

### BHPF in serum samples from college student volunteers

Because BHPF is widely used in various products in daily life, and human exposure occurs through drinking water, we further determined the BHPF levels in serum samples from 100 college student volunteers (50 male and 50 female) who habitually used plastic bottles for drinking water. BHPF was detectable in seven volunteers (four male and three female), with a mean serum BHPF level of 0.34±0.21 ng ml^−1^ and a maximal level of 0.7 ng ml^−1^.

### Anti-oestrogenic activity of BHPF *in vitro*

The oestrogenic and anti-oestrogenic activities of BHPF were studied by a yeast two-hybrid assay and dual-luciferase reporter assays. The yeast two-hybrid assay comprised the ligand-binding domain of human oestrogen receptor α and a co-activator. The dual-luciferase reporter assay comprised a full-length human oestrogen receptor α or β and oestrogen response elements (EREs). As shown in Fig. 2a, 17β-estradiol (E_2_) increased the β-galactosidase activity in the yeast, with a half-maximal effect concentration of 1.28 × 10^−9^ M, but BHPF did not show oestrogenic activity; however, when BHPF coexisted with 1 × 10^−9^ M E_2_, BHPF showed strong anti-oestrogenic activity in a concentration-dependent manner, and the half-inhibition concentration (IC_50_) of BHPF was 5.44 × 10^−7^ M, which was close to that (4.50 × 10^−7^ M) of 4-hydroxytamoxifen (OHT) (Fig. 2b). Similarly, BHPF showed no oestrogenic activity but strong anti-oestrogenic activities in the dual-luciferase reporter assays (Fig. 2c–f). The IC_50_ values of BHPF were 1.09 × 10^−7^ and 7.53 × 10^−8^ M for oestrogen receptor α and oestrogen receptor β, respectively, when BHPF coexisted with 1 × 10^−9^ M E_2_. A WST-1 cell proliferation assay using human choriocarcinoma JEG-3 cells was performed, and no obvious cytotoxicity of BHPF was observed from 1.0 × 10^−6^ M to lower concentrations (Supplementary Fig. 2). The IC_50_ values of OHT were 8.61 × 10^−9^ and 5.19 × 10^−9^ M for oestrogen receptor α and oestrogen receptor β, respectively, which were 12.66 and 14.51 times lower than those of BHTF in the dual-luciferase DLR assays.

### Docking of BHPF into active sites of oestrogen receptor α

Molecular docking was performed to investigate the structural basis of the observed anti-oestrogenic activity of BHPF, using Scigress (Ultra Version 3.0.0, Fujitsu). We found that BHPF could not be accommodated by the ligand pockets of oestrogen receptor α (PDB IDs 1ERE, 3UU7, 3UUA and 3UUC), but BHPF could be well fitted into the antagonist pocket of oestrogen receptor α (PDB ID 3ERT). The interaction between BHPF and the antagonist pocket of oestrogen receptor α is shown in Fig. 2g. The important features of the interaction are (a) the formation of hydrogen bonds between a phenolic hydroxyl group of BHPF and the carboxylate of Glu-353, the guanidinium group of Arg-394 and a water molecule (H_2_O 2) of the pocket—and (b) the van der Waals forces between the phenyl rings of BHPF and the core hydrophobic moiety provided by Leu-328, Met-342, Met-343, Leu-346, Leu-349, Leu-384, Leu-387, Met-388, Leu-391, Phe-404, Leu-410, Val-418, Met-421, Ile-424, Met-517 and Leu-525. As shown in Fig. 2h, the optimal position of BHPF could be well accommodated by the antagonist pocket of oestrogen receptor α, with one of the phenol groups of BHPF located at the site for the phenol group of OHT (the original ligand of the structure (3ERT)), the other phenol group of BHPF located at the site for the phenyl ring on the side chain of OHT, and the fluorene group in the space for the 1-phenylpropylidene of OHT.

### Anti-oestrogenic activity of BHPF *in vivo*

The uterotrophic bioassay in rodents is a short-term *in vivo* screening test for oestrogenic substances, which has occasionally been used to determine anti-oestrogenic compounds by combination with exogenous oestrogen. As shown in Fig. 3a, BHPF showed neither uterotrophic nor anti-uterotrophic effects when singly administered to mice for 3 days beginning on postnatal day (PND) 21; however, when combined with E_2_, it significantly (*P*<0.01, Fisher's least significant difference (LSD) test) inhibited the uterotrophic effect of E_2_ in the 250 and 500 mg kg^−1^ d^−1^ groups (Fig. 3b). Considering that endogenous oestrogens are increasingly produced when mice reach puberty, an improved anti-uterotrophic assay for evaluating the anti-oestrogenicity of a chemical using female CD-1 mice (*n*=10) at a beginning age (PND 24) close to puberty were developed by daily oral gavage of fulvestrant (FULV) for 10 days. As shown in Fig. 3c, after 10 days of treatment, the relative uterine weights were decreased in a dose-dependent manner in the mice given FULV, indicating that this anti-uterotrophic assay should be suitable for evaluating the anti-oestrogenicity of chemicals. Using the improved assay, the relative uterine weights were found to be significantly decreased (*P*<0.05, Fisher's LSD test) to ∼63.20, 59.59 and 52.80% that of the control in mice given BHPF at doses of 27.8, 83.3 and 250 mg kg^−1^ body weight (bw) per day, respectively (Fig. 3d). The anti-uterotrophic activity of BHPF at a dose of 27.8 mg kg^−1^ bw d^−1^ was close to that of FULV at 2 mg kg^−1^ bw d^−1^.

### Opposite patterns of gene regulation by BHPF and E_2_

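RNA of livers, ovaries and uteri of immature female CD-1 mice was labelled with the dye Cy3 and hybridized to one-colour Agilent microarrays, on which each array holds 1 sample. Each of the 6 groups, 3 tissues with BHPF or with peanut oil, had 1 array made from 1 RNA pool of 3 mice. The spread between animals was therefore not measured, and no replicate check and no test within a tissue was possible. The dose was 50 mg kg-1 bw d-1 for 3 days, and the paper gives both PND 21 and PND 24 as the first day of treatment. All 6 arrays lay on 1 slide read in 1 scan, with the 3 control arrays in the first positions and the 3 BHPF arrays in the next, so slide position and treatment cannot be told apart. The authors extracted the scans with Agilent Feature Extraction and deposited a background-subtracted intensity per spot, on a linear scale and not normalized between arrays. The arrays carry 55681 probes other than controls. Well above background were 63.9% of the probes on the control liver array and 61.4% on the BHPF liver array, 74.6% and 69.4% on the control and BHPF ovary arrays, and 68.9% and 64.8% on the control and BHPF uterus arrays. The lowest intensity called well above background lay between 70.0 on the control liver array and 135 on the BHPF uterus array. Spots flagged as outliers were left out, the log2 intensities of the spots of 1 probe were averaged, and the 75th percentile of each array was subtracted, which gives the level of a probe. The 75th percentile was an intensity of 3443 and 3292 on the control and BHPF liver arrays, 7499.7 and 6389 on the ovary arrays and 5335 and 4530.2 on the uterus arrays. The log2 ratio of a probe is its level on the BHPF array minus its level on the control array of the same tissue. A probe that was well above background on 1 of those arrays only was compared with the lowest intensity called well above background on the other array, or with its own intensity there where that was higher, and its ratio is a bound. The SD of the log2 intensity among at least 5 spots of 1 probe lay between 0.10 and 0.12 on the 6 arrays for probes well above background, which gives an SD of 0.15 for a log2 ratio and leaves out the variation between pools. Gene symbols were found for 26762 probes by matching the accession in the scanner files to a RefSeq table of the mouse assembly GRCm38.p6, including 26747 of the 27316 probes with a RefSeq transcript accession. The array design names the older build mm9, so no coordinates are given. The authors also deposited a table of log2 values, which differ from the log2 intensities by a constant per array near the 75th percentile. Its column headed control uterus differed by 1 constant from the scanner values of the BHPF uterus array for 100% of 38802 probes, within a log2 tolerance of 0.001, and its column headed BHPF uterus matched the control uterus array in the same way. The scanner values were used, with the conditions under which they were deposited.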

Analysis of the global gene expression profiles in the livers, ovaries and uteri of mice treated with 50 mg kg^−1^ bw d^−1^ of BHPF for 3 days compared with those of the control mice was performed using an Agilent mouse gene expression microarray (Agilent Technologies). In the livers, the expressions of 2,963 of the 55,821 genes and expressed-sequence tags (ESTs) evaluated was modified by at least two-fold in mice after BHPF treatment (up-regulated in 77.7% and down-regulated in 22.3%). 

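On the liver arrays, 36578 probes were well above background on at least 1 array and 33057 on both. Of the 36578 probes, 2593 differed by at least 2-fold, 2203 of them higher and 390 lower with BHPF. The higher probes were 85.0% of the changed ones, with a Wilson 95% confidence interval from 83.5% to 86.3% that covers only the number of probes counted. Among the changed probes, 881 higher and 98 lower ones passed 2-fold by their bound. The split depended on the scaling between the arrays. It was 56.6% higher when the 50th percentile replaced the 75th and 62.8% after quantile normalization of the pair of arrays. The 50th percentile also moved the median log2 ratio of all evaluated liver probes from 0.06 to −0.22. The count rose to 7960 when dim probes were not filtered. Of the higher probes 28.3% had a gene symbol, against 76.7% of the lower ones and 55.1% of all evaluated probes. Among genes well above background on both liver arrays, the largest rises in log2 ratio were those of *Ipw* (3.13), *Plcl1* (3.01), *Tespa1* (2.97), *Lynx1* (2.88) and *Svopl* (2.83). The 2 probes of *Lynx1* differed, with log2 ratios of −0.29 and 6.06. The largest falls were those of *Stfa3* (−6.21), *Csta2* (−5.63), *Cstdc4* (−5.62), *Stfa2* (−5.45) and *Cstdc5* (−5.43), which are genes of 1 family with similar sequences.

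**Figure D1:**
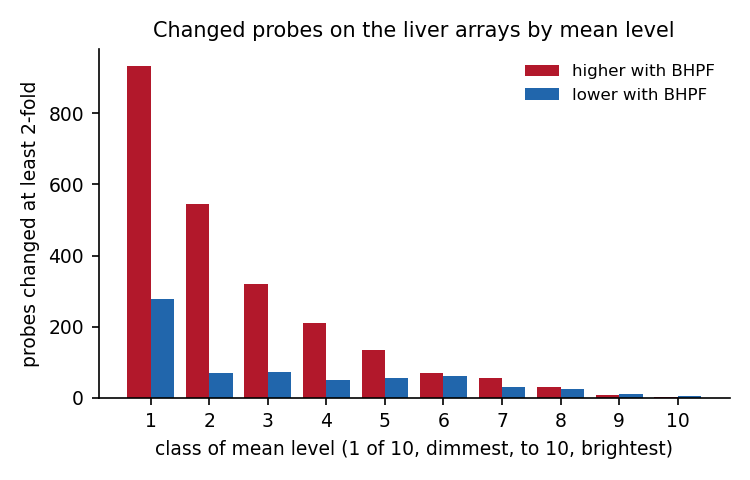
Number of probes on the liver arrays that changed by at least 2-fold, higher or lower with BHPF, in 10 classes of equal size by mean log2 level of the 2 arrays, counted from each probe's own value on both arrays without a bound. The dimmest class holds 933 higher and 278 lower probes and the brightest class 2 higher and 4 lower ones.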

GO analysis showed that 1,363 genes were enriched in 207 biological process categories, such as defence responses, responses to stimuli, responses to other organisms, multi-organism processes, immune system processes, responses to biotic stimuli and inflammatory responses. 

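The GO enrichment was not rerun. Lists of genes were written before the data were examined, and they are not the GO categories. For each list the median log2 ratio over its genes well above background on at least 1 of the 2 arrays was ranked among 10000 random lists of genes matched on mean level, a rank that describes these arrays only. In the liver, 21 acute-phase genes had a median log2 ratio of −0.27, lower than that of every random list. Of these genes 19 were below 0, 4 of them by at least 2-fold, and none was higher by that much. The brightest acute-phase genes were *Fgb* (−0.19), *Hpx* (−0.38), *Cp* (−0.26), *Saa1* (−0.94) and *Lcn2* (−1.19). For 20 interferon-induced genes the median was −0.06, at percentile 24.4 of the random lists, and no gene reached 2-fold. The brightest of them went both ways, with *Cxcl9* at 0.75, *Ifit3* at 0.59, *Isg15* at −0.22 and *Rsad2* at −0.35, and *Rtp4* changed sign between the 75th percentile (0.17) and the 50th percentile (−0.15). The 18 neutrophil genes were all below 0 in the liver, 15 of them by at least 2-fold, with a median of −2.32. *S100a8* had a log2 ratio of −2.73, *Retnlg* of −2.38 and *S100a9* of −2.27. The setting that moved this median most towards 0 was background correction by normexp, with −1.88.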

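Genes of natural killer cell-mediated killing and markers of blood cell lineages were compared between the liver arrays. Both are own lists, not the KEGG pathways, whose enrichment was not rerun. The list of killing genes is not one of cell markers and does not measure the number of natural killer cells. Of 38 genes of natural killer cell-mediated killing, 2 were at least 2-fold higher and 4 at least 2-fold lower with BHPF. Their median log2 ratio was −0.14, at percentile 0.36 of the random lists. The brightest were *Fcer1g* (−0.57), *Tyrobp* (−0.40), *Icam2* (−0.15), *Rac2* (−1.19) and *Ptpn6* (−0.66). Of 60 genes that mark haematopoietic lineages, 6 were at least 2-fold lower and none at least 2-fold higher, with a median of −0.03 at percentile 14.3. Among the brightest, *H2-Aa* had a log2 ratio of 0.62 and *Il6ra* of −0.07, while *Cd22* (0.22) and *Cd1d1* (0.20) went to −0.09 and −0.11 when the 50th percentile was used. The median was −0.47 over 22 B cell genes, of which 16 were below 0. It was 0.15 over 23 T cell genes, and this median changed sign, to −0.14, with the 50th percentile.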

Pathway enrichment analyses showed that 302 altered genes in the liver were enriched in 29 pathways, such as natural killer cell-mediated cytotoxicity, hematopoietic cell lineage and autoimmune thyroid disease. 

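On the ovary arrays, 41674 probes were well above background on at least 1 array and 38351 on both. At least 2-fold changes were found for 531 probes, 284 of them higher and 247 lower with BHPF. The higher share was 53.5%, with a confidence interval from 49.2% to 57.7% by the same method as in the liver. Among the changed probes, 128 higher and 64 lower ones passed 2-fold by their bound. Another 375 probes were at least 2-fold lower by their own values but not by their bound, against 43 that were higher. With these own values in place of the bounds, the count was 949 probes, of which 34.5% were higher. Without a filter on dim probes it was 2066 probes, of which 44.0% were higher. Among genes well above background on both ovary arrays, the largest falls in log2 ratio were those of *Saa3* (−4.27), *Ltf* (−3.98), *S100a8* (−3.13), *Stfa3* (−2.77) and *Marco* (−2.71). The largest rises were those of *Tspyl5* (4.36), *Zscan4f* (3.20), *Cfd* (2.05), *Marchf11* (2.05) and *Gdpd3* (1.82), and the 2 probes of *Tspyl5* differed, with −0.02 and 8.74.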

In the ovaries, the expressions of 948 genes and ESTs was up-regulated (34.5%) or down-regulated (65.5%) by at least two-fold after BHPF treatment. Among them, 488 genes were enriched in 45 biological process categories, including immune system processes, responses to stimuli, responses to E_2_ stimuli, responses to chemical stimuli, and immune responses. 

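In the ovary, 15 of 20 interferon-induced genes were below 0, with a median log2 ratio of −0.22 that was lower than that of every random list. None of them was at least 2-fold lower, and *Ifit3* rose by 1.41. The other bright genes of the list were *Oasl2* (−0.21), *Rtp4* (−0.10, and 0.06 with normexp), *Gbp3* (−0.08) and *Gbp2* (0.05). Of 17 acute-phase genes, 10 were below 0, 3 of them by at least 2-fold, and 1 was at least 2-fold higher. Their median was −0.16, at percentile 0.55 of the random lists. All 16 neutrophil genes were below 0, and 7 of them were at least 2-fold lower, with a median of −0.87. Among the brightest of these, *S100a9* had a log2 ratio of −2.55, *Lcn2* of −1.24 and *Csf3r* of −0.01, the last of which was 0.38 with normexp.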

The genes associated with ‘response to E_2_ stimuli' were *sprr2a*, *sprr2b*, *sprr2f* and *sprr2g*, which were down-regulated by BHPF. 

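The arrays carry 12 probes for 10 *Sprr2* genes, whose sequences are similar, so a probe may also bind the RNA of a related gene. In the ovary, 5 of these probes were well above background on at least 1 array. *Sprr2f* had a level of −2.39 on the control array and −4.93 on the BHPF array, a log2 ratio of −2.54. For *sprr2a*, which the RefSeq table names *Sprr2a2*, 1 probe fell by at least 1.63 on the log2 scale, to a level that was not well above background. Another *Sprr2a2* probe had a ratio of 0.18, but it was also bright on the liver arrays, with levels of 4.14 and 4.11, where the other *Sprr2a2* probes were not well above background. The last was not well above background on either ovary array. The *Sprr2g* probe fell by at least 0.65, a bound that does not reach 2-fold, and was not well above background with BHPF. *Sprr2e* had a ratio of 0.38. The probes of *Sprr2b* and *Sprr2d* were not well above background on either ovary array. The median over the 5 probes was −0.65. It was −2.52 with the probes' own values in place of the bounds. Over the 3 probes well above background on both arrays it was 0.18, the ratio of the probe that was bright in the liver. That filter leaves out the probes of *Sprr2a2* and *Sprr2g* that fell below background with BHPF. Over all 12 probes, most of which were not well above background on either array, it was 0.05. Without that probe, a choice made after its values were seen, the median was −1.14 over 4 probes and −1.08 over the 2 probes well above background on both arrays.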

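In the ovary, 30 of 37 genes of natural killer cell-mediated killing were below 0, 2 of them by at least 2-fold, and no gene was higher by that much. Their median log2 ratio was −0.18, lower than that of every random list. Among the brightest, *Tyrobp* had a ratio of −0.58, *Fcer1g* of −0.37, *Prf1* of −0.17, *Cd244a* of −0.08 and *Icam2* of −0.06. Of 20 B cell genes, 16 were below 0 and 3 were at least 2-fold lower, with a median of −0.25. *Cd79b* had a ratio of −1.18, *Blnk* of −0.67, *Cd72* of −0.26 and *Vpreb3* of −0.10. *Cd22* had a ratio of 0.01, which was −0.05 after quantile normalization. The T cell genes went both ways, with 11 above and 11 below 0.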

Pathway analyses showed that 98 genes were enriched in 14 pathways, including natural killer cell-mediated cytotoxicity, viral myocarditis, autoimmune thyroid disease, and the B-cell receptor-signaling pathway. In the uteri, the expressions of 1324 genes or ESTs was up-regulated (56.6%) or down-regulated (43.4%) by at least two-fold after BHPF treatment. 

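On the uterus arrays, 38802 probes were well above background on at least 1 array and 35517 on both. Of these probes 1029 differed by at least 2-fold, 729 higher and 300 lower with BHPF, so that 70.8% of the changed probes were higher, with an interval from 68.0% to 73.5%. Among the changed probes, 376 higher and 125 lower ones passed 2-fold by their bound. The authors' table of log2 values gave 43.4% higher with its columns as headed and 56.6% with its uterus columns exchanged, an exchange made after the values had been seen. Own values in place of the bounds gave 1321 probes, of which 56.8% were higher, and the count was 2865 without a filter on dim probes. The largest rises in log2 ratio among genes well above background on both uterus arrays were those of *Apoa1* (5.49), *Apoh* (5.23), *Ces1c* (5.19), *Serpina3k* (5.13) and *Cyp2a12* (5.12). The largest falls were those of *Sprr2b*, *Il1f6* (−3.45), *Parp11* (−3.37), *Adipoq* (−3.31) and *Chil1* (−3.15).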

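In the uterus, 13 of 21 acute-phase genes were at least 2-fold higher with BHPF and none was lower by that much. Their median log2 ratio was 2.20, above that of every random list, and 0.55 over the 13 genes well above background on both arrays, which leaves out those measured against a bound. Of the 22 genes in the list, 8 are also in the list of proteins secreted by the liver. The brightest acute-phase genes in the uterus differed in direction. *Fgb* rose by 4.54 and *Hp* by 0.72, while *Lcn2* (−0.69), *Saa3* (−0.76) and *Cp* (−0.38) fell. Of 22 genes of cholesterol and lipoprotein transport, 11 were at least 2-fold higher, with a median of 0.90, and of 0.37 over the 17 genes well above background on both arrays. *Apoa2* rose by 4.26, *Apoe* by 0.24 and *Abca1* by 0.20. *Pltp* had a ratio of 0.07, which was −0.01 with the 50th percentile. The 22 genes of cholesterol synthesis had a median of −0.17, 15 of them below 0 and none changed by 2-fold. Among the brightest were *Ebp* (−0.03), *Hmgcs1* (0.16), *Fdps* (−0.03) and *Pmvk* (0.02), and the sign of *Ebp*, *Hmgcs1* and *Pmvk* changed with normexp.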

Of them, 534 genes were enriched in 200 biological processes, including responses to stimuli, responses to chemical stimuli, responses to E_2_ stimuli, oxidation-reduction processes, cholesterol homoeostasis and efflux, regulation of cholesterol absorption, acute-phase responses and steroid metabolic processes. 

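Of 63 genes of complement and coagulation on the uterus arrays, 27 were at least 2-fold higher with BHPF and 2 at least 2-fold lower. The median log2 ratio was 0.25, with quartiles of −0.06 and 2.71, and 0.17 over the 49 genes well above background on both arrays. Several of the brightest changed little, with *Plat* at 0.15, *Serping1* at −0.18 and *C3* at −0.09. *C1s1* was at −0.10, and at 0.11 with normexp. For 25 genes of retinol metabolism the median was 0.14, at percentile 98.7 of the random lists, and 4 genes were at least 2-fold higher. *Aldh1a1* had a ratio of 0.41 and *Dhrs3* of 0.16, while *Adh1* was at −0.16. For 25 genes of steroid hormone metabolism the median was 0.33, and 8 genes were at least 2-fold higher. Over the 15 genes well above background on both arrays, which leaves out genes that rose from below background, the median was −0.04. Among the brightest were *Cyp7b1* (−0.03, and 0.20 with normexp), *Hsd11b1* (0.65), *Srd5a1* (0.03, and −0.02 with normexp) and *Cyp1a1* (0.48).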

Pathway analyses showed that 228 genes were enriched in 27 pathways, including complement and coagulation cascades, drug metabolism, retinol metabolism, metabolism of xenobiotics by cytochrome P450, steroid hormone biosynthesis, and androgen and oestrogen metabolism. The expression profile of oestrogen-responsive genes in the uteri is of great concern, so we compared our gene expression data with an expression profile of oestrogen-responsive genes in the uteri of mice administered E_2_ from previously published data^18^. 

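The gene labels in the enlarged panels of Fig. 4a were read and looked up on the uterus arrays. The profile of E_2_-treated mice was not used here. Those panels show these same uterus arrays. A match in direction is therefore no separate evidence, and other settings on the same arrays do not test it. Of 45 genes labelled as lower with BHPF, 43 were well above background on at least 1 uterus array. Of these, 41 were below 0 and 9 at least 2-fold lower, with a median log2 ratio of −0.69. *Sprr2d*, *Serpinb5* and *Mmp7* had the largest falls. *Serpinb5* fell by at least 2.20 on the log2 scale, and *Mmp7* had a ratio of −2.01. At the other end were *Thrap3* (0.10), *Il1f9*, for which the bound gave no difference, and *Ceacam2*, which fell by at least 0.15, with 1 of its 2 probes at a bound. Of 23 genes labelled as higher with BHPF, 19 were well above background. Of these, 18 were above 0 and 7 at least 2-fold higher, with a median of 0.75. *Orm1* rose by at least 4.39, *Cyp2e1* by 2.65 and *Apoc1* by 2.11. These genes were also bright on the control liver array, with levels of 5.01, 5.24 and 5.50. *Cyp2d22*, whose ratio equals the median, had a level of 3.67 there. For such genes a rise in the uterus cannot be told apart from liver RNA in the BHPF uterus pool. The 19 genes were not split by their liver level. The lowest ratios were those of *Nsg2* (−0.40), *Foxp1* (0.08) and *Chodl* (0.12). Under 5 other settings of background correction, scaling and bounds, between 41 and 42 of the genes labelled as lower were below 0 and between 9 and 12 were at least 2-fold lower. The counts for the genes labelled as higher were 18 and 7 in all 5 settings.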

As shown in Fig. 4a, most of the oestrogen-responsive genes exhibited the opposite expression pattern in the uteri of mice treated with BHPF to that induced by E_2_. 

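In the uterus, 7 of the 12 *Sprr2* probes were well above background on both arrays. *Sprr2b* had a level of −0.68 on the control array and −4.40 on the BHPF array, a log2 ratio of −3.72 and the largest fall of any gene measured on both uterus arrays. *Sprr2d* went from −2.45 to −4.51, a ratio of −2.06. *Sprr2f* went from 2.93 to 1.60, with a ratio of −1.33, and *Sprr2g* from 1.38 to 0.29, with a ratio of −1.09. The probes of *Sprr2a2* differed, since 1 probe went from 1.60 to −0.79, a ratio of −2.39, another, the one that was also bright in the liver, went from 3.76 to 3.98, a ratio of 0.22, and the last was not well above background on either array. *Sprr2e* had a ratio of −0.42, less than 2-fold. The median over the 7 probes, 5 of them at least 2-fold lower, equals the ratio of *Sprr2f*. Without the probe that was bright in the liver it was −1.70 over 6 probes. It stayed below 0 with each other setting tried on the scanner values, and it was 1.33 in the authors' table with its uterus columns as headed. The setting on the scanner values that moved it most was the use of all 12 probes without a filter, with −0.42.

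**Figure D2:**
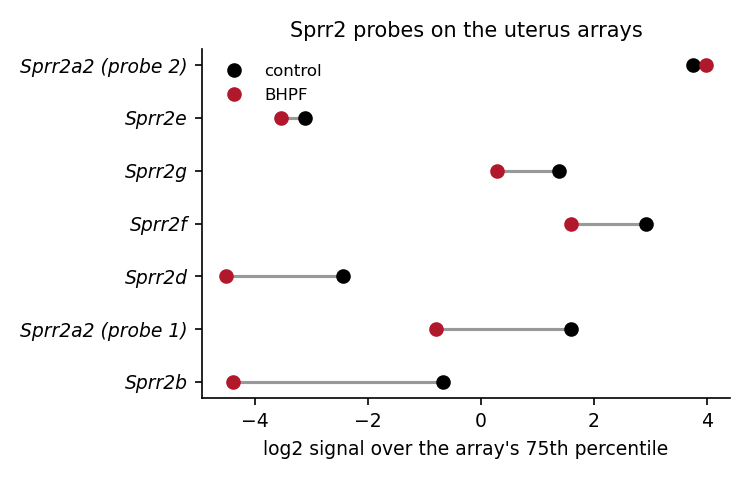
Levels of the 7 Sprr2 probes well above background on the uterus arrays, as log2 signal over the 75th percentile of the array, with 1 point for the control array and 1 for the BHPF array. The points for BHPF lie to the left of the control except for probe 2 of Sprr2a2, at 3.76 and 3.98, which was also bright in the liver.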

Of particular note is the down-regulation of small proline-rich proteins (SPRR), including *Sprr2a2*, *Sprr2b*, *Sprr2d*, *Sprr2f* and *Sprr2g*, in the uteri. In addition, we found that many genes involved in the biotransformation and oxidation-reduction processes were up-regulated in the uterus but not in the liver (Fig. 4b). 

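Genes of biotransformation were taken as the 164 symbols on the arrays that belong to the Cyp, Ugt, Sult, Gst and Nat families, with 205 probes. In the uterus, 156 of these probes were well above background on at least 1 array. Of these, 60 were at least 2-fold higher with BHPF and 0 at least 2-fold lower, with a median log2 ratio of 0.48 and quartiles of 0.02 and 2.06, and 42 probes were measured against a bound. In the liver, 7 of 179 probes were at least 2-fold higher and 2 at least 2-fold lower. The liver median was 0.11, and −0.20 with the 50th percentile, which changed its sign. The rise in the uterus differed with the level of the probes in the liver. Of 64 probes that were under 8-fold brighter on the control liver array than on the control uterus array, 0 were at least 2-fold higher, with a median of 0.03. Of 30 probes from 8-fold to under 64-fold brighter, 5 were higher, with a median of 0.42. Of 62 probes at least 64-fold brighter in the control liver, 55 were higher, with a median of 2.70. On the same uterus arrays, 37 genes of proteins that the liver secretes, which have no role in biotransformation, had a median log2 ratio of 3.63, and *Alb* rose by 4.28. Of the 65 genes labelled in Fig. 4b, 57 were well above background in the uterus and 49 of these were at least 2-fold higher. The figure shows these same arrays, so this tally is no separate evidence. *Cyp2c50* rose by at least 5.94, *Cyp2c39* by at least 5.59 and *Cyp2c29* by at least 5.58. The lowest were *Cyp21a1* (−0.04, and 0.17 with normexp), *Cyp19a1*, whose bound gave no difference, and *Nat8l* (0.02, and −0.08 after quantile normalization). In the liver 4 of 64 labelled genes were at least 2-fold higher and 1 was at least 2-fold lower. The highest were *Cyp26a1* (2.01), *Cyp26b1* (1.55) and *Cyp2c55* (1.34), and the lowest were *Cyp21a1* (−1.06), *Cyp1a1* (−0.93) and *Cyp3a13* (−0.79). From the uterus ratios set beside a published profile of E_2_-treated mice, the paper states that most of the genes which respond to oestrogen went the opposite way with BHPF, and it gives the rise of biotransformation genes as a further difference between uterus and liver.

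**Figure D3:**
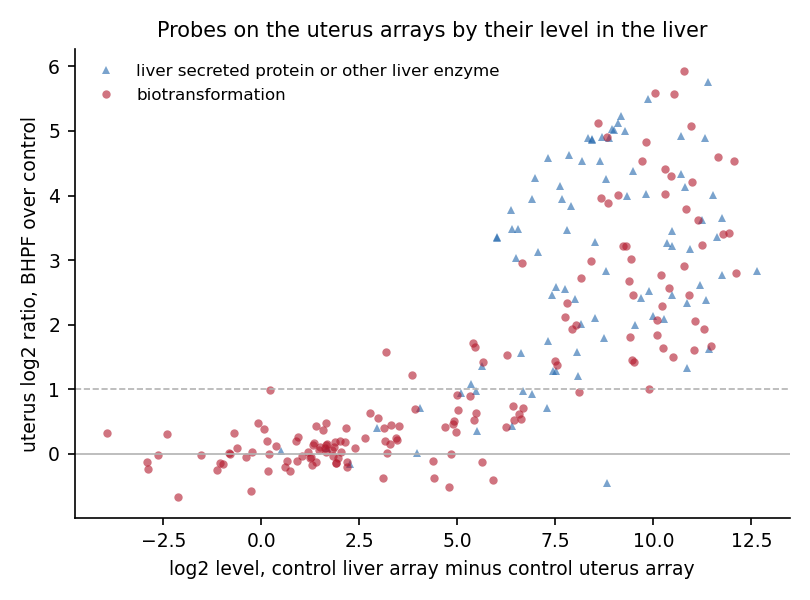
Log2 ratio on the uterus arrays, BHPF over control, of probes for biotransformation genes (circles) and for genes of liver-secreted proteins and other liver enzymes (triangles), against the log2 level on the control liver array minus that on the control uterus array. The dashed line marks a 2-fold rise, and the 55 biotransformation probes that rose and were at least 64-fold brighter in the liver lie on the right.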

The expressions of 14 genes were quantified to validate the microarray by real-time quantitative reverse-transcription polymerase chain reaction (Q-RT-PCR), and it was found that most genes showed similar results to those of the microarrays (Supplementary Table 2). We selected *sprr2a* and *sprr2b* as biomarker genes and studied their expressions in the uteri of the mice given BHPF at doses of 0, 9.26, 27.8, 83.3 and 250 mg kg^−1^ bw d^−1^ for 10 days. As shown in Fig. 4c, the expressions of *sprr2a* and *sprr2b* were significantly decreased in a dose-dependent manner; both genes were significantly down-regulated by 9.26 mg kg^−1^ bw d^−1^ BHPF and higher doses (*P*<0.05, Fisher's LSD test).

### Subchronic and reproductive toxicity of BHPF in mice

To identify the subchronic and reproductive toxicity associated with the anti-oestrogenicity of BHPF, mice were given doses of 0.4, 2, 10 and 50 mg kg^−1^ bw 3-d^−1^ BHPF or 1.2 mg kg^−1^ bw 3-d^−1^ TAM by oral gavage once every 3 days from PND 24. The body weight evolution of the mice during the experiments is shown in Fig. 5a,b. Before pairing, no significant differences in weight gain were found in relation to the administration of these substances, except in the male receiving 0.4 mg kg^−1^ 3-d^−1^ BHPF, which showed higher weight gain than the control from PND 30. After mating, pregnancy-related weight gain was significantly decreased in all of the BHPF-treated groups, but no pregnancy-related weight gain was observed in the TAM-treated group because all of the females were non-pregnant. The data obtained from the subchronic and reproductive toxicity tests are summarized in Table 1 and Supplementary Tables 5–7. After 36-day exposure, 10 females of each group were weighed and killed on PND 60. The relative uterine weights were found to be decreased in a dose-dependent manner in the mice that had been given BHPF (Table 1). The relative uterine weight in the 2, 10 and 50 mg kg^−1^ 3-d^−1^ BHPF groups and the 1.2 mg kg^−1^ 3-d^−1^ TAM group were significantly (*P*<0.05, Fisher's LSD test) lower than that of the control. Histopathological examination found serious atrophic endometria in the uteri of mice administered BHPF and TAM. Figure 5c shows microscopic images of uterine sections. The endometrial stromal cells and columnar epithelial cells were observed to be atrophic in each of the mice treated with BHPF, but in the TAM-treated mice, only atrophy of the endometrial stromal cells was observed, while the columnar epithelial cells were dilated. Because oestrogen primes the endometrium and plays a key role in inducing its proliferation, the atrophy of the endometrium caused by BHPF once again demonstrated the strong anti-oestrogenicity of BHPF *in vivo*. The weights of the ovaries on both sides were not affected in the BHPF groups, but they were significantly decreased in the 1.2 mg kg^−1^ bw 3-d^−1^ TAM group (*P*<0.01, Fisher's LSD test). Analysis of ovary sections showed that BHPF and TAM retarded follicular development and reduced the numbers of corpora lutea (Fig. 5d).

After a 7-day mating period, the male mice were weighed and killed at the age of PND 84. The relative weights of the liver, kidney, spleen, testes and accessory sex organs are summarized in Supplementary Table 6. The relative weights of the seminal vesicle and epididymis were found to be significantly (*P*<0.05, Fisher's LSD test) increased in the 10 mg kg^−1^ bw 3-d^−1^ BHPF group. Pathological examination found one case of seminal vesicle cyst in the 1.2 mg kg^−1^ bw 3-d^−1^ TAM group and one case of unilateral seminal vesicle atrophy in the 50 mg kg^−1^ bw 3-d^−1^ BHPF group (Fig. 5e). No obvious adverse effects were observed in the sperm quality of the BHPF- and TAM-treated mice.

On post-partum day 4, the dams were weighed and killed. The relative uterine weights of the dams were found to be decreased in a dose-dependent manner. The relative uterine weights in the 10 and 50 mg kg^−1^ bw 3-d^−1^ BHPF groups were significantly (*P*<0.05, Fisher's LSD test) lower than that of the control. Although there were no obvious differences in the number of implantation sites, embryonic resorption and insufficient embryonic absorption could be observed in some BHPF-administered animals, and the numbers of absorption sites were increased in a dose-dependent manner. Correspondingly, the numbers of live pups per litter in all of the BHPF groups were lower than that of the control, and they were significantly decreased in the 2 and 50 mg kg^−1^ bw 3-d^−1^ BHPF groups (*P*<0.05, Fisher's LSD test). In addition, the birth weights of the pups in the 2, 10 and 50 mg kg^−1^ bw 3-d^−1^ BHPF groups were significantly (*P*<0.01, Fisher's LSD test) lower than that of the control. However, the weights of the pups in all of the BHPF groups were higher than that of the control on PND 4. The acceleration in weight gain in the BHPF groups was attributed to the smaller number of pups per litter in those groups, which therefore received more milk per capita. There were 1, 3, 3 and 2 non-pregnant females in the 0.4, 2, 10 and 50 mg kg^−1^ bw 3-d^−1^ BHPF groups, respectively. Histopathological examination found that haemorrhagic ovary cysts occurred in both the TAM and BHPF groups, which may have been another cause of the reduced pregnancy rates besides the atrophic endometria and retarded follicular development. Additionally, in a pregnant female of the 10 mg kg^−1^ bw 3-d^−1^ BHPF group that did not parturite 4 days after the estimated date of parturition, a dead fetus in late pregnancy was observed in the uterus (Fig. 5f); and, moreover, one case of late abortion with the uterus containing insufficiently absorbed embryos (Fig. 5g) and one unexplained maternal death during parturition were observed in the 50 mg kg^−1^ bw 3-d^−1^ BHPF group.

### Effects of low doses of BHPF relevant to human exposure

To study the effects of BHPF at doses relevant to human exposure, water samples with BHPF artificially added (100 ng l^−1^ BHPF) or released from ‘BPA-free' plastic water bottles (Bottle A and Bottle B) were given *ad libitum* to female CD-1 mice beginning on PND 24. The mice of the Bottle A and Bottle B groups received cooled boiled water that had been filled into Bottle A and Bottle B, respectively, while still boiling, and their BHPF levels were determined to be 124.35 and 23.81 ng l^−1^, respectively. After a 10-day exposure, the relative uterine weights in the groups of 100 ng l^−1^ BHPF, Bottle A, Bottle B, and the positive control (100 ng l^−1^ FULV) were decreased to 79.34%±26.99%, 76.62%±19.97%, 94.81%±34.45% and 77.89%±37.50% that of the control (*P*>0.05, Fisher's LSD test), respectively (Fig. 5h). The gene expressions of *sprr2a* and *sprr2b* in the uteri of the mice were also studied by Q-RT-PCR (Fig. 5i). The expressions of *sprr2a* were decreased in the groups of 100 ng l^−1^ FULV, 100 ng l^−1^ BHPF, and Bottle A, but no statistically significant difference was observed (*P*>0.05, Fisher's LSD test). The gene expressions of *sprr2b* were decreased in all of the test groups, and were significantly lower (*P*<0.05, Fisher's LSD test) than that of the control in the groups of 100 ng l^−1^ FULV and Bottle A. Finally, the serum levels of BHPF in each mouse were determined after enzymatic hydrolysis using β-glucuronidase/arylsulfatase. Serum BHPF was detected only in the mice of the Bottle A group (1.21±1.11 ng ml^−1^), with BHPF levels in the range of 0.36–2.70 ng ml^−1^, but no serum BHPF was detected in the 100 ng l^−1^ BHPF group.

## Discussion

Over the past two decades, oestrogenic substances have caused great concern as endocrine-disrupting chemicals^2^,^3^,^14^,^15^,^16^. A large number of natural or man-made oestrogenic substances have been listed as environmental oestrogens, while relatively few strongly anti-oestrogenic substances have been reported other than anti-oestrogenic drugs, such as TAM, OHT, raloxifene and FULV. In this study, BHPF showed strong anti-oestrogenic activity in a yeast two-hybrid assay and dual-luciferase reporter assays (Fig. 2b,d,f). The uterotrophic and vaginal cell cornification assays are the most widely used *in vivo* assays for assessing oestrogenic substances^19^. Although the vaginal cell cornification assay has the advantage of being relatively simple and can use the same animals repeatedly if the test compound does not bioaccumulate, it is rarely used to evaluate anti-oestrogenic substance and it has been criticized as being largely qualitative as scoring is dependent on the evaluation of cellular contents of a vaginal lavage^19^. The uterotrophic assay has been served as a test for oestrogenic and anti-oestrogenic substances since 1930s (ref. 20). Previous studies examining the effects of oestrogenic and anti-oestrogenic substances on uterine wet weight have used a number of different protocols and species; therefore, uterotrophic assay requires validated operating procedures that specify species, strain, age and route of test compound administration^19^,^20^. In this study, we validated the uterotrophic assay using FULV, a full oestrogen receptor antagonist, and then evaluated the anti-oestrogenicity of BHPF. We found that BHPF significantly inhibited the uterine weights of CD-1 mice in a dose-dependent manner, and the anti-uterotrophic activity of BHPF at a dose of 27.8 mg kg^−1^ bw d^−1^ was close to that of FULV at 2 mg kg^−1^ bw d^−1^ (Fig. 3c,d). We analysed the global gene expression profiles in the livers, ovaries and uteri of mice treated with 50 mg kg^−1^ d^−1^ BHPF for 3 days. Gene ontology analysis of the entire sets of up-regulated or down-regulated genes in the ovaries and uteri of mice treated with BHPF revealed the biological processes in response to E_2_ stimuli. By comparing the gene expression profile in the uteri of mice given BHPF with that reported in the uteri of mice given E_2_ (ref. 18), we found that most of the oestrogen-responsive genes exhibited the opposite expression pattern in the uteri of mice treated with BHPF to that induced by E_2_ (Fig. 4a). Of particular note is the down-regulation of SPRRs, a cluster of genes known to be induced by oestrogens through nuclear oestrogen receptors in mouse uteri^21^. Moreover, it should be noted that BHPF might induce anti-oestrogenic effects through mechanisms other than nuclear oestrogen receptors, as reported for BPA and some other bisphenols, which can induce adverse effects through mechanisms including the oestrogen membrane receptor, oestrogen-related receptor gamma, pregnane X receptor and so on^2^,^16^,^22^,^23^,^24^. Our microarray analysis also showed that some genes involved in biotransformation and oestrogen metabolism were up-regulated in the uteri of the BHPF-treated mice (Fig. 4b), and the up-regulation of these genes may facilitate the in utero metabolism of oestrogen, thereby suppressing the effect of oestrogen on the uterus. Molecular docking of BHPF into the antagonist pocket of ERα (PDB ID 3ERT) showed that BHPF could be well accommodated by this pocket (Fig. 2h). Interestingly, even though BHPF could not be accommodated by the bisphenol C (BPC) pocket of the oestrogen receptor α structure (PDB ID 3UUC), the optimal position of BHPF in oestrogen receptor α (PDB ID 3ERT) was very similar to that of BPC in the oestrogen receptor α structure (3UUC)^25^. It was previously reported that BPC displayed almost full antagonistic activity in the presence of E_2_, and that oestrogen receptor α with BPC displayed an antagonist conformation similar to that of the OHT-bound structure (3ERT)^25^. In addition, it was found that BHPF inhibited the proliferation of MCF-7 human breast cancer cells in a granted patent (CN102727470) (ref. 26). These findings indicated the strong anti-oestrogenic activity of BHPF.

Serious developmental and reproductive effects of BHPF associated with its anti-oestrogenic activity were observed in this study. In the subchronic and reproductive toxicity tests, BHPF significantly decreased the uterine weights and induced atrophic endometria in the intact female mice at doses of 2 mg kg^−1^ 3-d^−1^ or higher by oral gavage for 36 days from PND 24 (Table 1). These findings are consistent with a previous study on the anti-oestrogen EM-800, which was found to reduce uterine weights and cause atrophy of the endometrium following 28 days of oral administration in intact female BALB/c mice at an age of ∼50 days^27^. We also found that BHPF reduced pregnancy-related weight gain and caused embryonic absorption and fetal death during pregnancy, and caused decreased birth weights of the pups, in the reproductive toxicity study (Table 1). Because uterine stromal cells are known to play a critical role in pregnancy-associated neovascularization and embryo survival^28^, the adverse pregnancy outcomes were thought to have been caused by the atrophic endometria. Kaplan-Kraicer *et al*.^17^ orally administered TAM or the anti-oestrogen RU39411 to rats before implantation on day 2 of pregnancy, and found that low doses of TAM and RU39411 reduced the litter sizes and weights and induced embryonic absorption in some animals, while high doses prevented pregnancy in all animals. The reproductive effects of BHPF observed in this study are similar to those of RU39411 and TAM, suggesting that its anti-oestrogenicity plays a critical role in its reproductive toxicity. The incidence of adverse pregnancy outcomes, such as spontaneous abortion, preterm delivery, low birth weight and fetal death in humans, has increased in many countries^29^,^30^,^31^, and it has been proposed that exposure to certain environmental pollutants may be linked with these adverse pregnancy outcomes^16^,^30^,^31^. This study provided evidence that anti-oestrogenic chemical exposure may cause adverse pregnancy outcomes, suggesting that environmental anti-oestrogens, as well as their adverse effects on human reproductive health, should be of concern.

In this study, we recruited 100 college student volunteers (50 female and 50 male) who habitually drank from plastic bottles, and measured their serum BHPF levels by GC–MS. Although we do not know whether these bottles contained BHPF, we found that BHPF was detectable in 7 volunteers (4 male and 3 female), with a mean serum BHPF level of 0.34±0.21 ng ml^−1^ and a maximal level of 0.7 ng ml^−1^. When we administered cooled boiled water with a concentration of 124.35 ng l^−1^ of BHPF released from plastic bottles, *ad libitum* to female CD-1 mice for 10 days, beginning on PND 24, we detected serum BHPF levels of 1.21±1.11 ng ml^−1^ in the group receiving water from Bottle A, suggesting that drinking cooled boiled water from BHPF-containing plastic bottles may be sufficient to elevate BHPF levels in human blood. In China and some other countries, drinking boiled water is routine. Plastic bottles, being easily transportable, are often used to store boiled drinking water. Student populations (from elementary students to college students) are among the most common users of plastic bottles. Many students carry plastic bottles every day, and mostly drink boiled water collected from public drinking-water heaters. However, because students (particularly elementary and middle school students) are at developmental stages from prepuberty to sexual maturity, the effects of anti-oestrogenic pollutants on these populations deserve particular attention.

In the dual-luciferase reporter assays, the IC_50_ values of BHPF, that is, the concentrations of BHPF inhibiting 50% of the activity of 1 nM (≈272.38 pg ml^−1^) E_2_, were 1.09 × 10^−7^ M for oestrogen receptor α and 7.53 × 10^−8^ M for oestrogen receptor β (Fig. 2d,f); converting the molar concentrations to mass concentrations, these correspond to 38.19 and 26.39 ng ml^−1^, respectively. Therefore, the IC_50_ values of BHPF were only ∼54.56 and 37.70 times higher than the maximal serum BHPF level (0.7 ng ml^−1^) detected in the human volunteers, and ∼31.56 and 21.81 times higher than the mean serum BHPF level of 1.21±1.11 ng ml^−1^ in the female mice of the Bottle A group. It is notable that 272.38 pg ml^−1^ E_2_ is a relatively high level in serum for healthy adult women, which would be expected to occur only as the follicle matures, with peak E_2_ levels of ∼200–300 pg ml^−1^ just before ovulation in the normal menstrual cycle. Moreover, in the female mice given water containing BHPF at concentrations relevant to human exposure, low uterine weights and decreased expressions of oestrogen-responsive genes were observed (Fig. 5h,i). These results indicated the risk that BHPF may antagonize endogenous oestrogens and disrupt the normal physiological effects of oestrogens at doses relevant to human exposure.

In principle, substitutes for hazardous chemicals should present lower risks than the original substances. Several guideline-compliant toxicity studies have found a systemic no-observed-adverse-effect level (NOAEL) of 5 mg kg^−1^ bw day^−1^ for BPA and a reproductive/developmental NOAEL of 50 mg kg^−1^ bw day^−1^ for BPA in rats and mice^32^,^33^,^34^. However, some BPA substitutes, such as bisphenol S, bisphenol F, bisphenol AF and BPC, were recently reported to be as hormonally active as BPA, and have been detected in food and human urine samples in several countries^25^,^35^,^36^,^37^,^38^. In this study, we found that BHPF could be released from plastic bottles into drinking water, whereupon it was detectable in the serum samples of a small proportion of human volunteers; it induced atrophic endometria at doses of 0.4 mg kg^−1^ bw 3-d^−1^ or higher and caused adverse pregnancy outcomes at doses of 2 mg kg^−1^ bw 3-d^−1^ or higher in CD-1 mice; and in female mice given water containing BHPF at doses relevant to human exposure, low uterine weights and decreased expressions of oestrogen-responsive genes were observed. These findings suggest that substitutes for BPA may also be toxicologically problematic.

*In vitro* and *in vivo* study demonstrated that BHPF was strongly anti-oestrogenic. Subchronic and reproductive toxicity tests using CD-1 mice showed that BHPF could reduce uterine weights and induce atrophic endometria in females, reduce pregnancy-related weight gain and cause embryonic absorption and fetal death during pregnancy, and reduce the birth weights of pups at doses lower than the NOAEL reported for BPA. In prepubertal female mice given *ad libitum* water containing BHPF at concentrations relevant to human exposure, low uterine weights and decreased expressions of oestrogen-responsive genes were observed; and BHPF was detected in the serum of mice given cooled boiled water containing higher levels of BHPF released from plastic bottles. These results hint at potential the health risks of BHPF, suggesting that it may not be safe for the use in materials that come into contact with food. Screening programs for endocrine disruptors have been established in many countries in recent years, but many of these programs do not screen compounds for anti-oestrogenic activity. Our results suggest that anti-oestrogenic pollutants, such as BHPF, as well as their adverse effects on human health, warrant further study. Moreover, this study raises questions about the safety of BPA substitutes and the current toxicological management of substitutes for hazardous chemicals.

## Methods

### Chemicals

Methanol, acetone and hexane were HPLC-grade, obtained from Fisher Chemicals (Fair Lawn, NJ). Dimethyl sulfoxide (DMSO) was ACS-grade, obtained from AMRESCO. BHPF (>98%), E_2_ (≥98%), OHT (≥98%), FULV (>98%) and 9-fluorenone (>98%) were purchased from Sigma-Aldrich (St Louis, MO). TAM (≥99%) was obtained from Aladdin Reagents (Shanghai, China). Phenol-d_5_ (RING-D5,>98%) was purchased from Cambridge Isotope Laboratories (Andover, MA). β-Mercaptopropionic acid (>98%) was obtained from Tokyo Chemical Industry Co., Ltd. (Tokyo, Japan).

### Identification of BHPF from a plastic bottle by NMR

Methanol leachates from the grated plastic of a ‘BPA-free' bottle were isolated and purified by liquid chromatography with a C18 preparative column. The purified substance was used for ^1^H and ^13^C NMR analysis. ^1^H NMR and ^13^C NMR spectra were recorded at 400 and 600 MHz on a Bruker AVANCE 400 spectrometer and a Bruker AVANCE DRX-600 spectrometer, respectively.

### Synthesis of deuterated BHPF

A mixture of 9-fluorenone, phenol-d_5_ and β-mercaptopropionic acid was added to a 50 ml three-neck bottom flask equipped with a magnetic stirrer, reflux condenser and thermometer, and then concentrated sulphuric acid was slowly added dropwise with stirring. The mixture was heated at 55 °C for 4 h, and then washed several times with water and methanol, and dried. The dried powder was recrystallized from toluene, and deuterated BHPF was obtained. By analysis of this deuterated BHPF, it was identified as BHPF-d_7_ (Supplementary Fig. 1a,b), which was used as a surrogate standard for the GC–MS analysis of BHPF.

### Analysis of BHPF in water released from plastic bottles

Fifty two plastic bottles, including adult water bottles, children water bottles and sippy cups, and baby milk bottles, with volume in the range of 240–1,000 ml, were purchased in China and in foreign markets (Supplementary Table 1). The plastic bottles were filled with water heated to 60 °C, and allowed to sit for 6 h before the determination of BHPF. A water sample spiked with 20 ng of surrogate standard (BHPF-d_7_) was extracted on a Phenomenex strata-x SPE cartridge (500 mg 6 ml^−1^). The cartridges were preconditioned with 20 ml of methanol and 8 ml of distilled water, and then rinsed with 5 ml of distilled water and 8 ml of methanol/water (1:20, v/v). After being dried under a flow of nitrogen, the cartridge was eluted with 8 ml of methanol. The extracts were then dried under a flow of nitrogen and derivatized with 100 μl BSTFA+1% TMCS (Regis Technologies, Inc., Morton Grove, IL) in acetone. After 30 min of reaction, 1 ml of water was added to the incubation mixtures, and they were extracted with *n*-hexane (1:1) three times. The extracts were evaporated to dryness under a gentle nitrogen stream and dissolved in 100 μl of *n*-hexane for GC–MS analysis (Agilent 7890A/5975C). An HP-5MS capillary column (30 m × 0.25 mm × 0.25 μm film thickness; Agilent) was used to separate the target chemicals. A splitless injector was used and was maintained at 300 °C. The temperature program ranged from 100 to 300 °C at a rate of 15 °C min^−1^. The interface temperature, ion temperature and quadrupole temperature were maintained at 300, 230 and 150 °C, respectively. The carrier gas was helium supplied at a constant flow rate of 1 ml min^−1^. The injection volume was 1 μl. As shown in Supplementary Fig. 1b, *O*-bis(trimethylsilyl) derivatives were observed at *m*/*z*=494 and 501 for BHPF and BHPF-d_7_, respectively. The recoveries of BHPF and BHPF-d_7_ in the spiked water samples were in the range of 80.8–103.5%, and the limit of detection was calculated as 0.1 ng l^−1^.

### Analysis of BHPF in human serum

In China, college students usually undergo a physical examination before graduation. The volunteers in this study were senior students who were undergoing a physical examination in Beijing. Fifty male and 50 female healthy volunteers (mean age, 23.5±1.2 years) who habitually used plastic water bottles were randomly recruited to participate in this study in June 2015, after appropriate ethical approval was received from the Human Ethics Committee of the Peking University Peoples' Hospital. Each participant provided informed consent and volunteered to give one 10-ml random sample of blood. Fasting blood was collected at Peking University Hospital Medical Center with vacutainer blood collection device (Chengwu Yongkang Medical Products Ltd., China) between 8 and 9 h. The blood collection device principally consisted of a steel needle with sharp ends, which linked the blood–vessel lumen with the glass vacutainer tube during blood collection, and a polypropylene auxiliary syringe for holding the blood, which had been verified to be free of BHPF contamination. The blood was collected directly into plain 10-ml glass vacutainer tubes and spun down 30 min later for serum preparation. The serum samples were stored in glass tubes at −80 °C until analysis. The samples were fortified with 5 ng of surrogate standard BHPF-d_7_, and the pH was adjusted to 6.5 with ammonium acetate. β-Glucuronidase/arylsulfatase (20 μl; Sigma-Aldrich, St Louis, MO) was added to the samples, and they were incubated at 37 °C for 20 h to allow deglucuronidation. After enzymatic hydrolysis, the samples were diluted and loaded onto a Phenomenex strata-x SPE cartridge (200 mg 3 ml^−1^) that had previously been conditioned with 6 ml of methanol and 3 ml of distilled water. The cartridge was rinsed with 3 ml of distilled water and 4 ml of methanol/water (1:20, v/v). After being dried under a flow of nitrogen, the cartridge was eluted with 4 ml of methanol. The eluate was evaporated to dryness, and dissolved in *n*-hexane for GC–MS analysis. All analytical procedures were checked for precision, reproducibility, blank contamination and linearity. Quality control was maintained by analysing a method blank (calf serum) and two spiked calf serum samples (piked with BHPF-d_7_ singly or a mixture of BHPF-d_7_ and undeuterated BHPF) along with every 12 samples. No BHPF was detected in the blank and single BHPF-d_7_ spiked calf serum samples during the analytical procedures. The detection limit (0.1 ng ml^−1^) was based upon the criterion of the instrument having a signal-to-noise response of 3:1.

### Yeast two-hybrid assay

The oestrogenic and anti-oestrogenic activities of BHPF were tested by a yeast two-hybrid assay with human oestrogen receptor α and the coactivator transcriptional intermediary factor 2 (refs 39, 40). Yeast cells (*Saccharomyces cerevisiae* Y190) expressing the human oestrogen receptor α (ERα) were grown overnight at 30 °C with vigorous shaking in synthetic defined medium lacking tryptophan and leucine. The overnight culture was then added to fresh medium and treated with test chemicals at 30 °C for 4 h. After the incubation, the treated cells were collected and digested with 1 mg ml^−1^ Zymolyase-20T (Seikagaku Kogyo Co., Ltd., Tokyo) at 37 °C for 20 min, and then 2-Nitrophenyl β-D-galactopyranoside was added to the lysate to a final concentration of 4 mg ml^−1^. After incubation at room temperature for 20 min, the yellow colour developed and 100 ml of 1 M Na_2_CO_3_ were added to stop the reaction. Then, the yeast debris was removed by centrifugation and β-galactosidase activities were determined by measuring the absorbance of supernatant at 415 nm in a spectrophotometer. To determine whether BHPF possessed anti-oestrogenic activity, 1 nM of E_2_ with the diluted BHPF was added to the medium. OHT was used as a positive control. All experiments were performed in triplicate. Sigmoidal dose–effect curves were calculated using the GraphPad Prism 4 software. The IC_50_ values were calculated on the basis of the sigmoidal dose-effect curves.

### Dual-luciferase reporter assays

Dual-luciferase reporter assays were carried out primarily according to the method described in a previous study^41^. In short, full-length sequences of human oestrogen receptor α and β were amplified by RT-PCR using mRNA from MCF-7 (Supplementary Table 3), and inserted into a pSVSPORT1 (Invitrogen); the resulting constructs were termed pSVhERα and pSVhERβ. A reporter plasmid containing ERE was constructed by inserting four tandem repeats of an ERE of *Xenopus laevis* vitellogenin A2 into a pGL4.23 vector (Promega), and was termed pGL4-ERE-luc. All of the plasmids constructed were confirmed by sequence analysis. The Renilla LUC control reporter construct pGL4.74-TK was purchased from Promega (Madison, WI). Human choriocarcinoma JEG-3 cells (ATCC No. HTB-36) were obtained from the American Type Culture Collection (ATCC; Manassas, VA) and were cultured in minimal essential medium (MEM, Invitrogen, Carlsbad, CA) containing 2 mM L-glutamine, 0.1 mM minimal essential medium nonessential amino acid solution (Invitrogen/Thermo Fisher Scientific, Grand Island, NY), and 10% fetal calf serum (FCS) at 37 °C in a humidified atmosphere containing 5% CO_2_. The cells (3 × 10^4^ cells per well) were seeded in 24-well plates 24 h before transfection. The cells were transfected with pGL4-ERE-luc (5 ng per well), pGL 4.74-TK (0.2 ng per well) and either pSVhERα (5 ng per well) or pSVhERβ (5 ng per well) using Lipofectamine reagent (Invitrogen). At 24 h after transfection, the compounds in DMSO were added to the cultures at a volume ratio (v/v) of 0.1%. The cells were continuously cultured in medium supplemented with 1% charcoal-stripped FCS for another 24 h and then harvested, and cell extracts were assayed for firefly luciferase activity. The assays were performed in quadruplicate, and the results were expressed as the fold induction of the control after normalization against Renilla luciferase activity. Sigmoidal dose-effect curves were calculated using the GraphPad Prism 4 software. The IC_50_ values were calculated on the basis of the sigmoidal dose-effect curves. Finally, a WST-1 cell proliferation assay was performed to evaluate the cytotoxicity of BHPF using the cell proliferation reagent WST-1 (Dojindo, Mashiki, Japan). Aliquots (200 μl) of JEG-3 cells (1 × 10^4^ cells per well) were seeded into 96 well-plates and precultured for 24 h. The cells were then treated with various concentrations of BHPF. After another 24 h, 20 μl of 5 mM WST-1 with 0.2 mM 1-Methoxy-5-methylphenazinium methylsulfate was added for 4 h before the absorbance at 490 nm was measured with a microplate reader (iMark, BioRad). The WST-1 cell proliferation assay was performed in quadruplicate.

### Molecular docking

Scigress (Ultra Version 3.0.0, Fujitsu) was used for *in silico* molecular docking analysis^42^,^43^. The three-dimensional structures of the ligand-binding domain of human oestrogen receptor α, PDB IDs 1ERE, 3UU7, 3UUA, 3UUC and 3ERT, were downloaded from the Protein Data Bank website (http://www.rcsb.org.pdb) and used to evaluate the binding affinities of BHPF in the agonist and antagonist pockets of human oestrogen receptor α, respectively. The structures were refined, and all of the water molecules were removed from the protein, except for those that were important to the ligand-binding pocket composition, using Scigress-integrated procedures. The structures of BHPF and the original ligands were drawn, cleaned, and energy-optimized for molecular modulation. Automated docking of the flexible ligands into the flexible active sites was carried out using a genetic algorithm. The docking calculations were evaluated on a 0.25 Å grid in a 15 × 15 × 15 Å box containing the active site for the original ligand. The local search parameters included 300 maximum iterations at a rate of 0.06, and the procedure was set to run 30,000 generations with an initial population size of 50, an elitism of 7, a crossover of 0.8, a mutation of 0.2, and a convergence of 1.0.0. After automated docking, a geometric optimization calculation was performed for the human oestrogen receptor α-BHPF complex using augmented MM3 parameters.

### Anti-uterotrophic assays using mice

All animal studies were approved by the Institutional Animal Care and Use Committee of Peking University, and were performed in accordance with the Guidelines for Animal Experiments of the university, which meet the ethical guidelines for experimental animals in China. Immature female CD-1 mice (20 days old) were obtained from Experimental Animal Tech Co. of Weitonglihua (Beijing, China). Mice with a maximal difference in body weight of 1 g were selected for the experiments and randomly assigned to either the treatment or control groups. The animals were housed five to a cage and acclimatized in a controlled environment with a temperature of 22±2 °C, a relative humidity between 40 and 60%, and artificial lighting in a 12 h/12 h light-dark cycle. The animals were fed *ad libitum* with a basic diet from the Laboratory Animal Center of the Academy of Military Medical Sciences (Beijing, China), and drinking water was provided *ad libitum*. Before the experiments, the mice were randomly assigned to either the treatment or the control group (*n*=10). Mice treated with peanut oil were used as a vehicle control, and the chemicals were dissolved in peanut oil to the appropriate concentrations. The volume of vehicle or chemical solutions administered was adjusted daily based on body weight measured during the dosing period according to the volume-body weight ratio of 5 ml kg^−1^ bw. The treatment via oral gavage to each mouse was performed for 10 days beginning on PND 24. Mice in each cage were labelled by shaving hair on different parts of the body, and the oral gavage treatment was performed in turns for each group, whereby in each turn only one mouse in a group was treated. After the period of treatment, the mice were weighed and killed 24 h after the final treatment according to the sequence of the treatments, and the uteri were removed, blotted and weighed by one experimenter to reduce the risk of bias in the data collection. The relative uterine weight, that is, the ratio of uterine weight to final body weight, was calculated to evaluate the anti-uterotrophic activity of the chemicals.

### Expression profiling and Q-RT-PCR

Immature female CD-1 mice were obtained from Experimental Animal Tech Co. of Weitonglihua (Beijing, China) and acclimatized in an experimental environment with a temperature of 22 °C±2 °C, relative humidity between 40 and 60%, and artificial lighting in a 12 h/12 h light-dark cycle. The animals were fed *ad libitum* with a basic diet from the Laboratory Animal Center of the Academy of Military Medical Sciences (Beijing, China), and drinking water was provided *ad libitum*. The mice were treated with 50 mg kg^−1^ bw d^−1^ of BHPF or peanut oil via oral gavage for 3 days beginning on PND 21. On PND 24, mice of each group were weighed and killed by cervical dislocation. The uteri, ovaries and livers were collected for total RNA isolation. Total RNA was isolated using Trizol reagent (Invitrogen) and further purified by NucleoSpin RNA Clean-up (Macherey-Nagel, Germany). Fluorescence labelling of the RNA samples was performed with a Jingxin cRNA linear amplification and labelling kit (CapitalBio) according to the manufacturer's instructions. The total RNA from each pool of tissue samples (a mixture from three animals) was used for microarray analysis. Cy3 dCTP was used to label the samples. The labelled products were added to SurePrint G3 mouse gene expression 8 × 60 K microarrays (Agilent) and incubated overnight at 42 °C. Following hybridization, the gene arrays were washed and scanned using an Agilent G2565CA Microarray Scanner. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was used as an endogenous control to monitor the quality of the target preparation. 

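The arrays carry 7 probes for *Gapdh*. Their mean log2 ratio of BHPF over control was 0.00 in the liver, 0.04 in the ovary and −0.05 in the uterus. Single probes lay between −0.48 and 0.24 in the liver, between −0.15 and 0.15 in the ovary and between −0.33 and 0.10 in the uterus. The sign of the mean depended on the scaling, since it was −0.31 in the liver with the 50th percentile and −0.04 in the liver and the ovary after quantile normalization.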

The data were processed with feature extraction software (GeneSpring GX v.11; Agilent). The raw signals were log-transformed and normalized with the percentile shift normalization method. All arrays met the minimum Agilent QA/QC standards. 

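Of the 59305 spots other than controls on each array, between 188 and 235 were flagged as outliers and 0 as saturated. The SD among spots of 1 probe that were not well above background lay between 0.31 and 0.35 on the log2 scale.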

To verify the data from the gene array, 14 genes were chosen as candidates for Q-RT-PCR. Primers are listed in Supplementary Table 4. GAPDH was used as an endogenous control. Amplification was performed using SYBR Green PCR master mix (Applied Biosystems) according to the manufacturer's instructions. The relative expression was quantified using the 2^(−ΔΔCt)^ method. The Gene Ontology (GO) and KEGG pathway enrichment analyses were performed with DAVID (refs 40, 41). Sprr2a and sprr2b were selected as biomarker genes, and their expressions in the uteri of the mice (*n*=10) given BHPF at doses of 0, 9.26, 27.8, 83.3 and 250 mg kg^−1^ bw d^−1^ for 10 days were studied by Q-RT-PCR.

### Subchronic and reproductive toxicity tests using mice

Immature CD-1 mice (20 days old) were obtained from Experimental Animal Tech Co. of Weitonglihua (Beijing, China) and acclimatized in an experimental environment with a temperature of 22 °C±2 °C, relative humidity between 40 and 60%, and artificial lighting in a 12 h/12 h light-dark cycle. The animals were fed *ad libitum* with a basic diet from the Laboratory Animal Center of the Academy of Military Medical Sciences (Beijing, China), and drinking water was provided *ad libitum*. The animals were randomized into 6 groups (vehicle control group, 0.4, 2, 10 and 50 mg kg^−1^ BHPF groups, and 1.2 mg kg^−1^ TAM group) with 15 males and 25 females per group. The animals were housed five to a cage until the pairing date. The treatment via oral gavage of each mouse was performed once every 3 days beginning on PND 24. The chemicals were dissolved in peanut oil to the appropriate concentrations. The volume of vehicle or chemical solutions administered was adjusted daily based on body weight measured during the dosing period according to the volume-body weight ratio of 5 ml kg^−1^ bw. On PND 60, 10 females of each group were weighed and killed by cervical dislocation. The uteri, ovaries, livers, kidneys and spleens were weighed and collected for histological analysis. At the age of PND 77, males and females were paired. Each morning, the females were examined for the presence of vaginal plugs. Gestational day 1 was defined as the day on which a vaginal plug was found. In cases where pairing was unsuccessful, females were re-mated with proven males of the same group, except that females in the 1.2 mg kg^−1^ TAM group were re-mated with proven males of the control group. After a 7-day mating period, the males were weighed and killed, and organs were weighed and collected for further analysis. Cauda epididymal sperm was collected from each mouse and observed under a trinocular microscope (Olympus BX53) in physiological saline. A microscopic video was recorded and analysed for sperm quality evaluation. The treatment via oral gavage was continued for the females until day 19 of pregnancy. On post-partum days 0 and 4, the weights of the dams and pups were recorded and the pups were checked for abnormalities. On post-partum day 4, the dams were weighed and killed, and their organs were weighed and collected for further analysis. The ovaries and uteri were examined for the numbers of corpora lutea and implantation sites, respectively. Finally, the non-pregnant and nulliparous females were killed for histopathological analysis. For histological examination, organs and tissues were fixed in formalin fixation, embedded in paraffin, and sectioned serially at 5 μm. Slides were stained with hematoxylin and eosin (H&E), and observed under a light microscope (Olympus BX53).

### Exposure experiment through drinking water using mice

Immature female CD-1 mice (20 days old) were obtained from Experimental Animal Tech Co. of Weitonglihua (Beijing, China). Mice with a maximal difference in body weight of 1 g were selected for the experiments and randomly assigned to either the treatment or control groups. The animals were housed four to a cage and acclimatized in a controlled environment with a temperature of 22 °C±2 °C, relative humidity between 40 and 60%, and artificial lighting in a 12 h/12 h light-dark cycle. The animals were fed *ad libitum* an oestrogen-free diet from Trophic Animal Feed High-tech Co., Ltd. (Nantong, China), and drinking water was provided *ad libitum* in glass bottles. Before the experiments, the mice were randomly assigned to five groups (*n*=8). Ultra-pure water was used as a control. FULV was dissolved in ultra-pure water to a concentration of 100 ng l^−1^ and used as a positive control. BHPF was dissolved in ultra-pure water to prepare a concentration of 100 ng l^−1^, which is relevant to human exposure. Two plastic drinking bottles labelled ‘BPA-free', of different brands, were purchased and denoted Bottle A and Bottle B. The plastic bottles were filled with boiling ultra-pure water from a stainless steel electric water heater and allowed to cool down to room temperature before the animal experiment. The BHPF levels in the cooled boiled waters from Bottle A, Bottle B and the stainless steel electric water heater were determined by GC–MS. No BHPF was detected in the cooled boiled water from the stainless steel electric water heater. The cooled boiled waters from Bottle A and Bottle B were transferred to glass bottles during the experiment. The exposure experiment was performed for 10 days beginning on PND 24. After the period of exposure, the mice were weighed and killed in turns for each group, whereby in each turn only one mouse in a group was killed. Blood was collected by cardiac puncture soon after each animal was killed, and the uteri were removed, blotted and weighed by one experimenter to reduce the risk of bias in the data collection and immediately frozen in liquid nitrogen for gene expression analysis. The relative uterine weight was calculated to evaluate the anti-uterotrophic activity. The serum was separated by centrifugation and frozen at −20 °C for BHPF analysis. The serum BHPF levels were analysed by GC–MS using the same method as that for human serum. The gene expressions of *sprr2a* and *sprr2b* in the uteri were determined by Q-RT-PCR.

### Data analysis

Data analysis was performed with the statistical program SPSS (v.18.0; Chicago, IL). The data are presented as the mean and s.d. unless otherwise indicated. Group differences were assessed by one-way analysis of variance and Fisher's LSD tests after running the one-sample Kolmogorov–Smirnov test and the test of homogeneity of variances. *P* values of <0.05 were considered statistically significant.

### Data availability

Microarray data are deposited in Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under accession code GSE74066. All the other data supporting the findings of this study are available from the corresponding authors on request.

## Additional information

**How to cite this article:** Zhang, Z. *et al*. Fluorene-9-bisphenol is anti-oestrogenic and may cause adverse pregnancy outcomes in mice. *Nat. Commun.* **8,** 14585 doi: 10.1038/ncomms14585 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary figures, supplementary tables and supplementary notes.

Peer review file

## Figures and Tables

**Figure 1:**
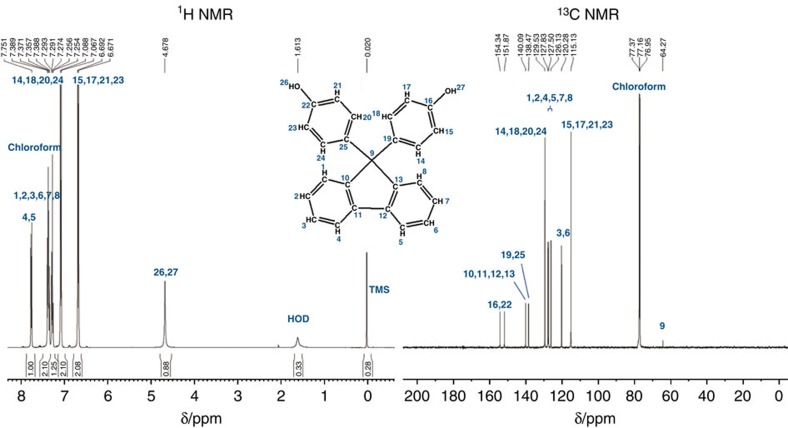
^1^H and ^13^C NMR spectra for the identification of BHPF leached from a BPA-free plastic bottle. ^1^H NMR (400 MHz, chloroform-d, TMS, p.p.m.). δ; 7.75 (d, 2H, H4, H5), 7.25–7.39 (m, 6H, H1, H2, H3, H6, H7, H8), 7.27 (CDCl3), 7.06–7.09 (d, 4H, H14, H18, H20, H24), 6.67–6.70 (d, 4H, H15, H17, H21, H23), 4.67 (s, 2H, H26, H27), 1.61 (HOD), 0.02 (TMS); ^13^C NMR (600 MHz, methanol-d_4_, p.p.m.). δ; 151.81–155.32 (2C: C16,C22), 139.50 (4C, C10, C11, C12, C13), 136.60 (2C: C19, C25), 128.44 (4C, C14, C18, C20, C24), 125.41–126.69 (6C, C1, C2, C4, C5, C7, C8), 119.19 (2C, C3, C6), 114.00 (4C, C15, C17, C21, C23), 64.27 (1C, C9), 47.64–46.79 (1C, carbon atom signal of MeOD).

**Figure 2:**
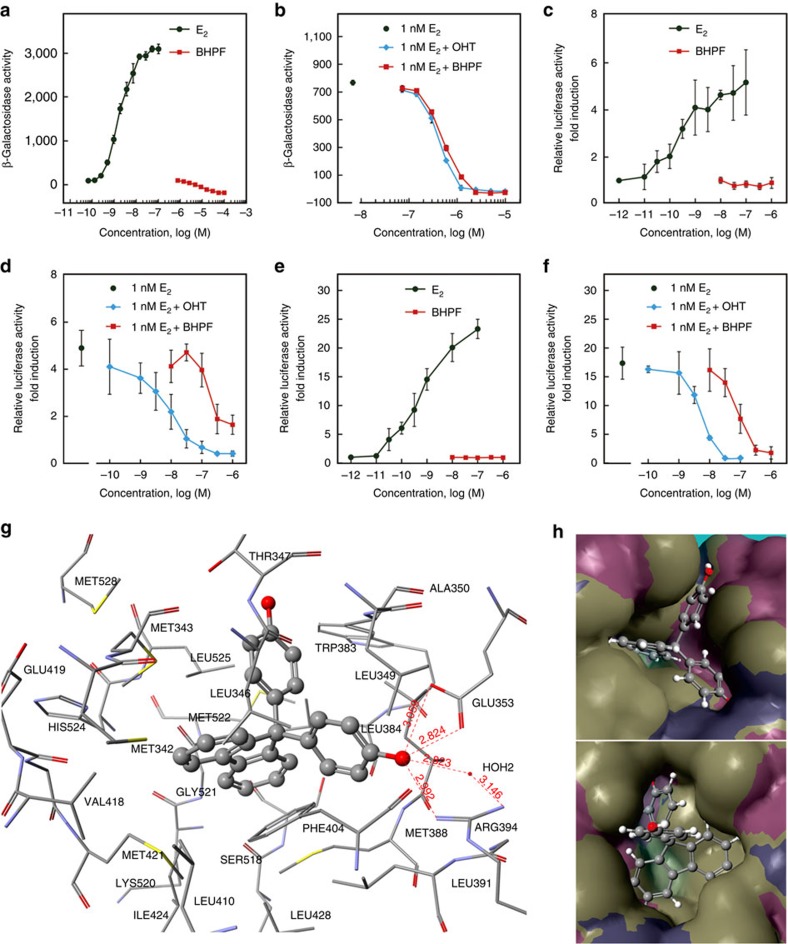
Anti-oestrogenic activity of BHPF shown by *in vitro* and *in silico* assays. (**a**) No oestrogenic activities of BHPF were observed by yeast two-hybrid assay. (**b**) The anti-oestrogenic activity of BHPF in comparison with that of OHT was shown by yeast two-hybrid assay. (**c**) No oestrogenic activities of BHPF were observed by dual-luciferase reporter assay for oestrogen receptor α. (**d**) The anti-oestrogenic activity of BHPF in comparison with that of OHT was shown by dual-luciferase reporter assay for oestrogen receptor α. (**e**) No oestrogenic activities of BHPF were observed by dual-luciferase reporter assay for oestrogen receptor β. (**f**) The anti-oestrogenic activity of BHPF in comparison with that of OHT was shown by dual-luciferase reporter assay for oestrogen receptor β. (**g**) Interaction between BHPF and the active site in human oestrogen receptor α structure (3ERT) for antagonist; dotted lines indicate hydrogen bonds between the chemical and amino acid residues. (**h**) Simulated binding pose of BHPF in the antagonist pocket of human oestrogen receptor α structure (3ERT) viewed from different angles. The yeast two-hybrid assays were performed in triplicate; the dual-luciferase reporter assays were performed in quadruplicate. Error bars indicate the s.d.'s from the average.

**Figure 3:**
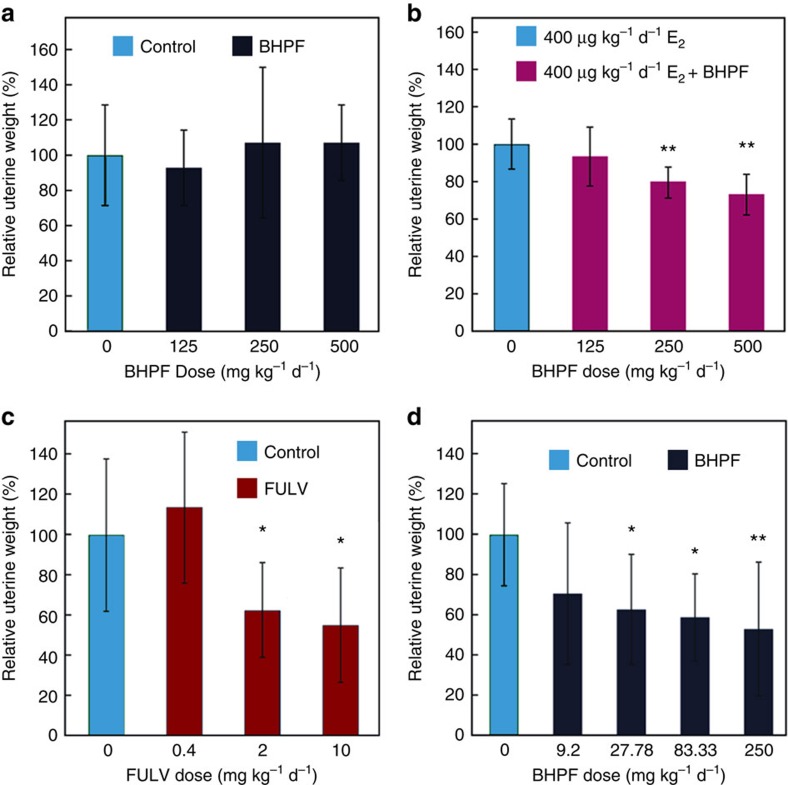
Uterotrophic/anti-uterotrophic effects of BHPF on CD-1 mice. (**a**) Relative uterine weights of CD-1 mice given BHPF for 3 days beginning on PND 21. (**b**) Relative uterine weights of CD-1 mice given BHPF in combination with 400 μg kg^−1^ bw d^−1^ of E_2_ for 3 days beginning on PND 21; a group receiving 400 μg kg bw d^−1^ of E_2_ was used as a control. (**c**) Relative uterine weights of CD-1 mice given FULV daily for 10 days beginning on PND 24. (**d**) Relative uterine weights of CD-1 mice given BHPF daily for 10 days beginning on PND 24. Ten mice per group were used for the assays. Error bars indicate the s.d.'s from the average. *P<0.05 compared with the corresponding control. **P<0.01 compared with the corresponding control. Significance was tested by Fisher's LSD test.

**Figure 4:**
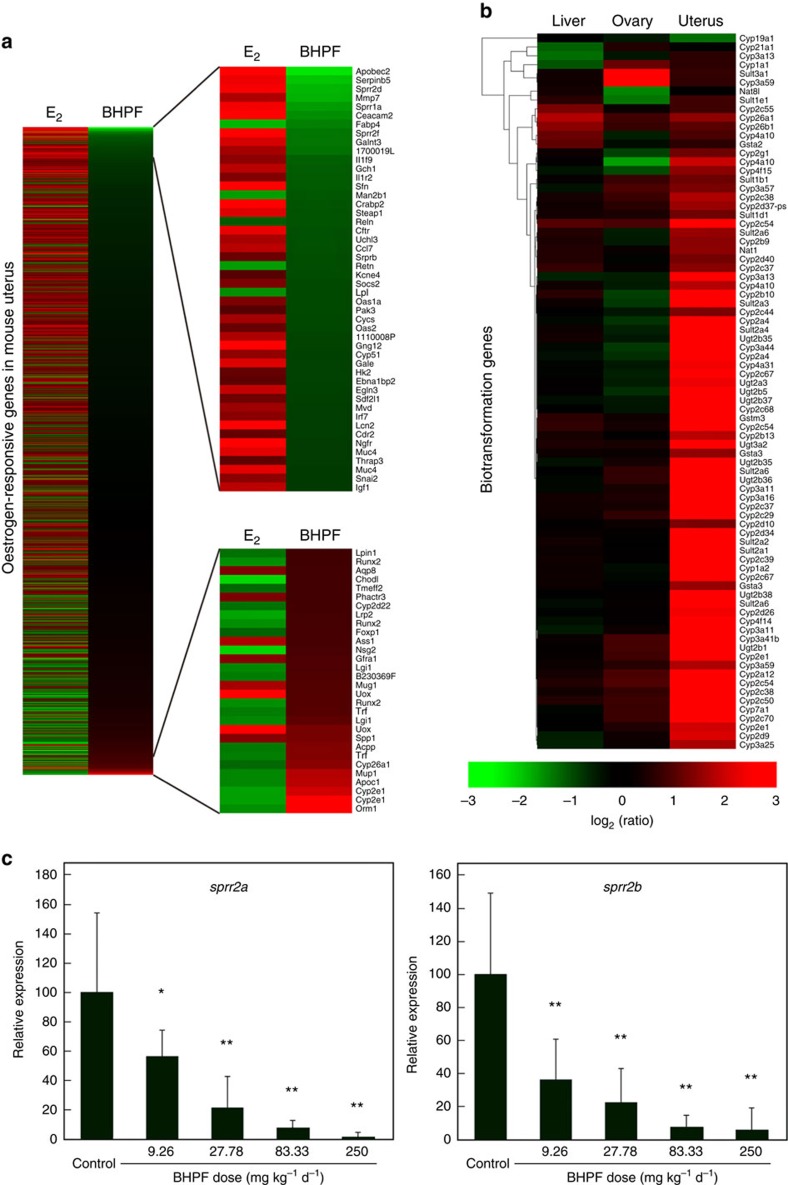
Some results of the global gene expression microarrays and the Q-RT-PCR. (**a**) Comparison of expression profile of oestrogen-responsive genes in the uteri of mice treated with 50 mg kg^−1^ d^−1^ BHPF and that reported in the uteri of mice treated with E_2_; the fold change indicates the relative expression in the treatment versus the control. (**b**) Hierarchical cluster analysis for the expressions of genes involved in biotransformation in the livers, ovaries, and uteri of mice treated with BHPF, determined by microarray; cluster distances were evaluated by Spearman correlation on the average linkage; the fold change indicates the relative expression in the treatment versus the control. Mice were treated with 50 mg kg^−1^ d^−1^ BHPF for 3 days beginning on PND 24; three mice per group were used for the microarrays. (**c**) Relative expressions of *sprr2a* and *sprr2b* in the uteri of mice given BHPF at doses of 0, 9.26, 27.8, 83.3 and 250 mg kg^−1^ bw d^−1^ for 10 days were determined by Q-RT-PCR; 10 mice per group were used for the assays; the data are expressed as a percentage of the control; error bars indicate the s.d.'s from the average; *P<0.05; **P<0.01; significance was tested by Fisher's LSD test.

**Figure 5:**
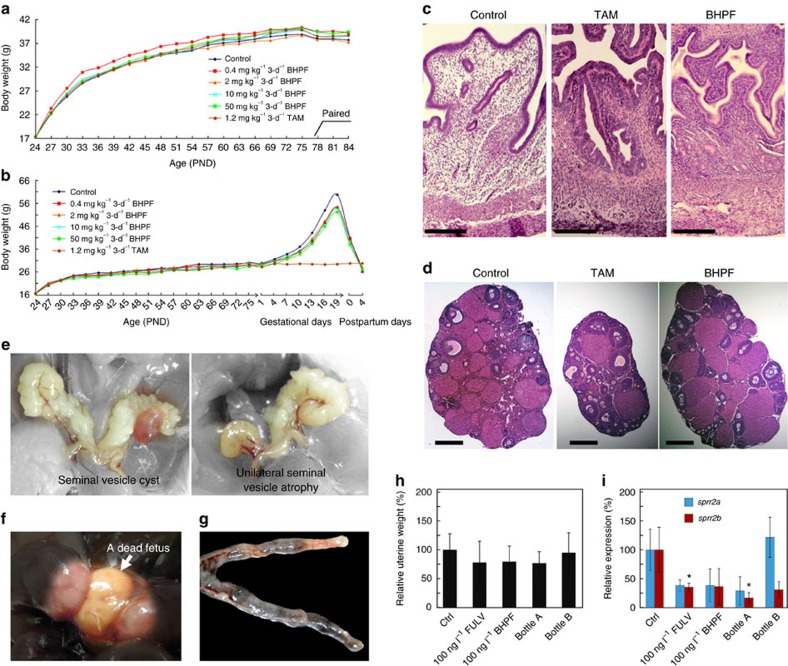
Subchronic and reproductive toxicity and low-dose effects of BHPF in mice. (**a**–**g**) Subchronic and reproductive toxicity of BHPF. CD-1 mice were treated with TAM or BHPF once every 3 days from PND 24. Body weight evolution of male (**a**) and female (**b**) mice. (**a**) Body weights of male were recorded to PND 84 when a 7-day mating period was just finished; *n*=15 mice per group. (**b**) Body weights of female were recorded to postpartum days 4; *n*=25 mice per group before PND 60, and then *n*=15 mice per group. Photomicrographs of sections of uteri (**c**) and ovaries (**d**) were from mice at PND 60 (H&E staining). The photomicrographs for Control were from mice treated with peanut oil vehicle; the photomicrographs for TAM were from mice treated with TAM at 1.2 mg kg^−1^ bw 3-d^−1^; the photomicrographs for BHPF were from mice treated with BHPF at 2 mg kg^−1^ bw 3-d^−1^. Scale bar, 200 μm in the photomicrographs of uteri; scale bar, 500 μm in the photomicrographs of ovaries. (**e**) Seminal vesicle cyst observed in a mouse from 1.2 mg kg^−1^ bw 3-d^−1^ TAM group and unilateral seminal vesicle atrophy observed in a mouse from 50 mg kg^−1^ bw 3-d^−1^ BHPF group. (**f**) Dead fetus in late pregnancy observed in uterus of a mouse from 10 mg kg^−1^ bw 3-d^−1^ BHPF group. (**g**) A uterus containing insufficiently absorbed embryos observed in a mouse from 50 mg kg^−1^ bw 3-d^−1^ BHPF group. (**h**,**i**) Low-dose effects of BHPF in mice. Female CD-1 mice were exposed to BHPF, artificially added (100 ng l^−1^ BHPF) or released from ‘BPA-free' plastic water bottles, through drinking water for 10 days beginning on PND 24; *n*=8 mice per group. The levels of BHPF in the water released from Bottles A and B were determined to be 124.35 and 23.81 ng l^−1^, respectively. After the exposure, relative uterine weights (**h**) and relative expressions (**i**) of *sprr2a* and *sprr2b* in the uteri of the mice were determined; the data are expressed as a percentage of the control. Error bars indicate the s.d.'s from the average. *P<0.05, Fisher's LSD test.

**Table 1:** The main parameters affected by BHPF treatment in the subchronic and reproductive Toxicity test using mice.

**Endpoints**	**Ctrl**	**0.4** **mg** **kg**^**−1**^ **3-d**^**−1**^	**2** **mg** **kg**^**−1**^ **3-d**^**−1**^	**10** **mg** **kg**^**−1**^ **3-d**^**−1**^	**50** **mg** **kg**^**−1**^ **3-d**^**−1**^
Relative uterine weight (%) of female mice at PND 60 (*n*=10)	0.59±0.13	0.47±0.15	0.44±0.18*	0.40±0.10†	0.38±0.06†
Number of dams	15	14	12	11	11
Relative uterine weight (%) of dams	0.55±0.07	0.54±0.17	0.52±0.11	0.46±0.06*	0.43±0.07†
Implantation sites in the uterus of dams	15.27±2.18	15.21±2.02	15.42±2.02	16.09±1.81	14.45±2.42
Absorption sites in the uterus of dams	0	0.14±0.36	0.33±0.65	0.64±0.67*	1.09±1.38†
Number of live pups per litter	13.60±2.44	12.71±2.55	11.67±2.06*	12.73±1.85	10.27±2.53†
Birth weight of pups	1.70±0.18	1.66±0.21	1.59±0.24†	1.54±0.18†	1.64±0.16†
Body weight of female pups at PND 4	2.82±0.59	3.08±0.57†	3.04±0.62*	3.05±0.44†	3.20±0.53†
Body weight of male pups at PND 4	3.01±0.62	3.30±0.56†	3.18±0.59	3.16±0.49	3.21±0.51*

Relative organ weights are presented as the percentage of organ weight to body weight. Data are expressed as mean±s.d.

^*^P<0.05 compared with corresponding control.

^†^*P*<0.01 compared with corresponding control. Significance was tested by Fisher's LSD test.

How the deposited data were processed for this re-analysis (not part of the article)

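The deposited data are 6 one-colour Agilent microarrays, 1 for each of liver, ovary and uterus of control mice and of mice given 50 mg kg-1 bw d-1 of BHPF for 3 days. Each array was hybridized with RNA pooled from 3 mice. There is no array from a second pool, so within a tissue no p value, no confidence interval between animals and no replicate check can be given, and the number of arrays limits the precision. An effect common to the 3 tissues was not tested. All arrays lay on 1 slide and were read in 1 scan. The control arrays and the BHPF arrays held different positions on the slide.

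The authors scanned the arrays and extracted them with Agilent Feature Extraction, and the scanner files hold the resulting intensity of each spot, background-subtracted and detrended within the array, on a linear scale and without normalization between arrays. The files also give the median intensity of each spot and of its local background, and a call for spots well above background, saturated or of outlying shape. The authors also deposited a table of log2 values made with GeneSpring, each of which is the log2 of the intensity minus a constant per array near its 75th percentile. This was checked by setting each of its columns against the scanner values. In that check the columns headed control uterus and BHPF uterus held the scanner values of each other's array. The scanner files were used, under the conditions with which they were deposited, and the table served as an alternative.

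Spots other than controls were used and outlier spots were left out. The log2 intensities of the spots of 1 probe were averaged, and the 75th percentile over all 55681 probes was subtracted within each array, as the methods name a percentile shift without its percentile. A probe was evaluated in a tissue when it was well above background on at least 1 of the 2 arrays, and called changed when the arrays differed by at least 2-fold. Where it was well above background on 1 array only, its fold was taken against the lowest intensity well above background on the other array, or against its own intensity there where that was higher. Such a fold is a bound. Percentages of changed probes carry a Wilson 95% confidence interval, which covers the number of probes only.

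Gene symbols came from the accession of each probe, matched to a RefSeq table of GRCm38.p6. A symbol was found for 26762 of the 55681 probes (48.1%), which gave 20284 symbols. Probes of 1 gene were averaged. The probes whose accession is not in the table were counted but not named, and coordinates were not used because the array design names another build.

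The named genes follow a rule written before the data were examined. They are the genes that the paper's text names for the arrays, with *Gapdh*, the 3 lowest and 3 highest of the genes labelled in the enlarged panels of Fig. 4a and in Fig. 4b, for each tissue the 5 genes with the largest rise and the 5 with the largest fall among those well above background and not saturated on both arrays, and at most 5 of the brightest genes of each list. Some genes that the rule selects are not reported here. The lists were also written before the data were examined. They cover acute-phase, interferon-induced, natural killer cell, haematopoietic, B cell, T cell, neutrophil, erythroid, complement and coagulation, cholesterol transport, cholesterol synthesis, retinol, steroid hormone, liver-secreted, other liver enzyme, adipocyte, pancreas, skeletal muscle, oviduct and uterine epithelium, ovary, keratin and housekeeping genes. They are not the GO or KEGG sets, and the GO and KEGG enrichment analyses were not rerun. Labels in Fig. 4 were read by eye and used for tallies only. Each list median was ranked among 10000 random lists of the same number of genes, drawn from 20 classes of mean level.

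The share of liver RNA was computed over 466 probes that were at least 64-fold brighter on the control liver array than on the control uterus and control ovary arrays. It is the linear excess of the BHPF array over the control array, divided by the control liver level, and its median over the probes is given. Probes with a control liver level of at least 3 were also taken alone, since nearly all of them were well above background on the BHPF uterus array.

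Alternatives were set before the data were examined for the background correction (limma's normexp with an offset of 50), the scaling (quantile normalization of the 2 arrays of a tissue, the 50th percentile, and the 75th percentile over probes well above background on all arrays), the authors' table, the filter on dim probes, the bound for dim probes, gene symbols in place of probes, a threshold of 4-fold, the probe used for a gene and the choice of liver-specific probes. The files hold no mean intensity of a spot, so normexp was run on the median intensity, a change made after the files had been read. A median was said to have moved when it changed by more than the SD that noise between spots gives the same median in 2000 draws, and the share of liver RNA when it left the 95% bootstrap interval of its median over probes, also from 2000 draws. The exchange of the uterus columns of the authors' table, the Sprr2 medians without a probe that was bright in the liver, the liver-specific probes at a level of at least 3, and the list medians, named genes and tallies of Fig. 4 under another background correction, another scaling or own values in place of bounds, were added after the data had been seen.

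The steps were tested on simulated data. In each tissue 200 bright probes of a copy of the control array were changed 4-fold, with noise of the size seen between spots. Both copies kept the calls of the control array, so no bound arose. Changes of dim probes, changes near 2-fold and the bounds were therefore not tried. Noise of that size lies far below a 2-fold change, so the settings nearly fixed the outcome. All of them (100%) were called in the right direction, and 0 of 35371 unchanged probes in the liver, 0 of 41305 in the ovary and 0 of 38150 in the uterus were called. A simulated mixture of 0.6% of the control liver array into the control uterus array gave a median share of 0.594%.

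The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1. Q-RT-PCR, the E_2_ profile from other mice and the supplementary tables were not analysed here.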

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

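The tests of liver RNA in the uterus pool, of a constant share, of the biotransformation genes of the uterus itself, of the liver level of the probes and of fat on the organs were chosen after the results had been seen.

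Genes outside those the paper discusses were far higher with BHPF on the uterus arrays. Of 40 listed genes of proteins that the liver secretes, 37 were well above background on at least 1 uterus array. All 37 were above 0, 34 of them by at least 2-fold, with a median log2 ratio of 3.63. The 35 genes of liver enzymes outside biotransformation had a median of 2.40, with 26 at least 2-fold higher and none lower by that much. Over the genes well above background on both uterus arrays, which leaves out those measured against a bound, the medians were 3.89 for 28 secreted genes and 1.11 for 18 enzyme genes. The most abundant secreted genes were *Alb*, which went from a level of −0.92 to 3.36, *Serpina1c*, from −0.56 to 2.93, and *Ahsg*, from −0.50 to 2.84. Among the enzymes, *Fabp1* rose by 4.86, while *Adh1* had a ratio of −0.16. In the control uterus, 32 of the secreted genes and 20 of the enzyme genes were already well above background. The secreted list shares 11 genes with the complement and coagulation list and 8 with the acute-phase list. On the liver arrays the same lists had medians of −0.02 and 0.05, the second of which was −0.27 with the 50th percentile, and on the ovary arrays 0.14 and 0.06.

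An induction of biotransformation genes alone is argued against by the median of 2.40 for liver enzymes outside biotransformation and by the rise of the secreted genes. Whether biotransformation genes that the uterus itself expresses were induced is open. Of 64 biotransformation probes under 8-fold brighter in the control liver than in the control uterus, 0 were at least 2-fold higher, but their ratios went both ways around a median of 0.029. The largest of these ratios was that of *Cyp26b1*, at 0.9955, just short of 2-fold. Its control liver level was only 0.23 above its control uterus level. It is 1 gene chosen after its value was seen, so it does not settle the question. *Gsta3* (1.68) and *Cyp2d10* (1.42), chosen after their values were seen, rose from levels of −0.44 and −0.79 in the control uterus, and as both are far brighter in the liver, such an induction and liver RNA cannot be told apart for them. Liver RNA in the BHPF uterus pool may be the source of the rise. It would raise bright liver-specific probes of any gene, and 122 such probes, chosen on the control arrays alone at a control liver level of at least 3 and with genes in no list, had a median log2 ratio of 2.30 in the uterus and 0.03 in the ovary. In the uterus 110 of them were at least 2-fold higher and 0 lower, and 117 were well above background with BHPF. The correlation of the levels of all 466 liver-specific probes with the control liver array was 0.872 for the BHPF uterus array and 0.569 for the control uterus array, across probes, which are not independent replicates. The excess over the control uterus, in levels put on the linear scale, had a median of 0.657% of the control liver level. Its quartiles were 0.341% and 1.30%. In the ovary the median was 0.0229%.

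Not all that a simple mixture predicts was seen. At a control liver level of at least 3, where 257 of 263 liver-specific probes were well above background on the BHPF uterus array, the log2 share had an SD of 1.33, against 0.190 for the same probes in a simulated mixture with noise between spots only. The median share was 0.654% for probes from 3 to 4, 1.24% from 4 to 5 and 3.18% at 5 and over. Of the 82 probes under a level of 1, only 1 was well above background on that array, so the share at the lowest levels is not known. Liver RNA at 1 constant share and at a varying share cannot be told apart, because the brightest liver intensities may be compressed, which was not tested, and the livers in question may have had another profile than the control liver array. Of other profiles only the BHPF liver array was tried, and with it the SD was also 1.33. The 79 liver-specific biotransformation probes had a median share of 0.858%, against 0.595% for the other 387. Their liver level is argued against as the cause, since among 10000 random sets matched on liver level, with a 95% range from 0.494% to 0.792%, this median lies at percentile 99.83. An induction of biotransformation genes on top of liver RNA stays open. So does a turn of the uterus towards expression typical of the liver under BHPF, which was not tested and which 1 pool per group does not separate from liver RNA.

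*Adipoq* and *Cfd* moved in opposite directions in 2 tissues. *Adipoq* had a log2 ratio of 1.35 in the ovary and −3.31 in the uterus, and *Cfd* of 2.05 in the ovary and −2.71 in the uterus. With 1 array per group the difference between the tissues was not tested. Different amounts of fat on the organs may have entered the pools. Over the 19 other adipocyte genes measured in both tissues, the ratio in the ovary was above that in the uterus for 13, with a median difference of 0.33. The whole list had a median of 0.17 in the ovary, at percentile 99.95 of the random lists, and −0.13 in the uterus, at percentile 0.85. Both control tissues expressed 22 of its 25 genes, which would hide a small share of fat, and its brightest genes did not move alike, with *Mrap* at 0.08, *Pparg* at 0.25 and *Lpl* at −0.07 in the ovary and *Thrsp* at 0.10, *Dgat2* at −0.08 and *Lpl* at −0.65 in the uterus. Fat on the organs and an effect of BHPF on these genes cannot be told apart.

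*Sprr1a*, a gene related to the *Sprr2* family, had a log2 ratio of 1.12 in the liver, where its level went from −1.64 to −0.53, and of −1.78 in the uterus, where it went from 0.50 to −1.28. In the ovary it was 0.23. The difference between liver and uterus was not tested, and no explanation for it was tested.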

How the results depend on the processing

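The list medians, named genes and tallies of Fig. 4 under another background correction, another scaling or own values in place of bounds, normexp on median intensities, the exchange of the uterus columns and the Sprr2 medians without a probe that was bright in the liver were chosen after the results had been seen. So were the liver-specific probes at a control liver level of at least 3. The other alternatives were set before the data were examined. Where a value moved, the cause was not tested unless it is named. The arrays carry no replicate numbers by which to pair them. A test of an effect common to the 3 tissues, by a fit with tissue as a block, was not run. The slide as a block was not run, since all arrays lay on 1 slide and each group had 1 array.

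The share of liver RNA in the uterus lay between 0.627% and 0.859% in the 4 alternatives run, and in the ovary between 0.0139% and 0.0435%. Against the 95% bootstrap interval of the median over probes, from 0.576% to 0.735% in the uterus and from 0.0145% to 0.0321% in the ovary, 3 of these 8 values moved, those with normexp (0.859% and 0.0435%) and the ovary value with the strictest choice of liver-specific probes (0.0139%). Over the 263 liver-specific probes at a control liver level of at least 3, the median share was 0.969% in the uterus and 0.0134% in the ovary. Both lie outside these intervals. Of 168 list medians under other settings, 47 moved by more than the SD that noise between spots gives the same median, and 121 did not. Of 1035 values of named genes, 185 moved by more than the SD of 0.15 of a log2 ratio, and 850 did not. Of 40 tallies of genes labelled in Fig. 4, 1 moved. The median of the Sprr2 probes in the uterus stayed below 0 in every setting run on the scanner values. Without the 1 probe that was also bright in the liver, this median was −1.70 in the uterus, also over the probes well above background on both arrays, and −1.14 in the ovary.

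With the 50th percentile, which by construction shifts each ratio of a tissue by 1 constant except for bounds held at 0, the median of all liver probes went from 0.06 to −0.22. The higher share was 56.6% in the liver and 65.6% in the uterus. The liver median of the biotransformation probes changed sign, to −0.20, and so did the liver medians of the T cell (−0.14), cholesterol synthesis (−0.25), housekeeping (−0.30), other liver enzyme (−0.27), oviduct and uterine epithelium (−0.18), pancreas (−0.02), retinol (−0.17) and steroid hormone (−0.22) lists. Only some liver lists were checked for a move larger than the SD from noise between spots. Of these, the medians that moved without a change of sign were those of the natural killer list, to −0.46, the haematopoietic list, to −0.34, and the interferon list, to −0.38. So did those of the acute-phase list, to −0.58, the neutrophil list, to −2.64, the B cell list, to −0.79, and the erythroid list, to −0.58. The same shift applies to the liver lists that were not checked. In the uterus the medians were 0.40 for the biotransformation probes, 0.17 for complement and coagulation, 0.062 for retinol, −0.24 for cholesterol synthesis, 2.32 for other liver enzymes, −0.16 for keratin and −0.20 for adipocyte genes, and −0.023 for oviduct and uterine epithelium, which changed sign. Of the liver genes labelled in Fig. 4b, 14 of 64 were above 0, against 47 with the 75th percentile.

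After quantile normalization the higher share was 62.8% in the liver and 66.0% in the uterus. The liver medians were 0.094 for the biotransformation probes, −0.17 for the haematopoietic, −0.12 for the interferon, 0.014 for the T cell, −0.58 for the B cell and −0.35 for the erythroid list. The median of the ovary list changed sign in the ovary, to −0.043, and the uterus medians were 2.32 for other liver enzymes, −0.18 for keratin and −0.19 for adipocyte genes. With normexp the higher share was 60.5% in the ovary and 76.0% in the uterus. The medians were 0.092 for the biotransformation probes, −1.88 for neutrophil, 0.26 for T cell and −0.38 for B cell genes in the liver, and −0.24 for natural killer and 0.099 for T cell genes in the ovary. In the uterus they were −0.33 for neutrophil, 1.87 for acute-phase, 3.23 for liver-secreted, 1.96 for other liver enzyme and −0.0026 for keratin genes. With each gene's brightest probe the medians were −0.067 for natural killer, −0.070 for haematopoietic and −0.18 for erythroid genes in the liver, −0.99 for neutrophil genes in the ovary and 3.49 for liver-secreted genes in the uterus. The cause was not tested.

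The authors' table gave a higher share of 77.7% in the liver and 948 changed probes with 34.5% higher in the ovary, where the median of the Sprr2 probes was −2.51. In the uterus its columns reversed the direction. With the columns as headed the higher share was 43.4%, the median of the Sprr2 probes 1.33 and that of the biotransformation probes −0.47. By construction these follow from the 2 columns holding each other's arrays, and with the columns exchanged the higher share was 56.6%.

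Own values in place of the bounds raise folds by construction. They gave a higher share of 77.9% in the liver, 949 changed probes with 34.5% higher in the ovary, and 56.8% higher in the uterus. The ovary median of the Sprr2 probes was −2.52, the liver medians −2.64 for neutrophil and −0.078 for haematopoietic genes, the ovary medians −1.53 for neutrophil, −0.28 for natural killer and −0.33 for B cell genes, and the uterus medians 2.88 for acute-phase genes, 3.78 for liver-secreted genes and 2.58 for other liver enzymes.

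Without a filter on dim probes, more probes are tested by construction. The counts were 7960 in the liver with 89.1% higher, 2066 in the ovary with 44.0% higher and 2865 in the uterus with 67.0% higher. The medians were −0.42 for the Sprr2 probes in the uterus, 0.054 for those in the ovary, which changed sign, and 0.65 for the biotransformation probes in the uterus and 0.14 for those in the liver. With only the probes well above background on both arrays, fewer are tested. The counts were 1614 with 81.9% higher in the liver, 339 with 46.0% higher in the ovary and 528 with 66.9% higher in the uterus. The ovary median of the Sprr2 probes was 0.18, since by construction this filter leaves out the probes that fell below background, and was −1.08 without the probe that was bright in the liver, while the uterus median of the biotransformation probes was 0.26.

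Counted as gene symbols, which are fewer than probes, 736 changed in the liver with 67.5% higher, 184 in the ovary with 43.5% higher and 500 in the uterus. At 4-fold the counts were 470 in the liver, 73 in the ovary and 348 in the uterus, where 81.9% were higher.

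Signal over background limits the falls more than the rises. The lowest intensity called well above background was 69.98 on the control and 109.6 on the BHPF liver array, 93.3 and 119.6 on the ovary arrays and 95.6 and 135 on the uterus arrays. Probes well above background on the control array only numbered 2469 in the liver, 3116 in the ovary and 2795 in the uterus, and those well above it on the BHPF array only 1052, 207 and 490.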

Differences from the paper's values

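The number of changed probes in the ovary was 531, and the paper's value is 948. Of the alternatives set before the data were examined, the authors' table (948) and a dim probe's own value in place of the bound (949) reach the paper's value. Normexp (397), quantile normalization (551), the 50th percentile (527), the 75th percentile over probes well above background on all arrays (532), no filter on dim probes (2066), only probes well above background on both arrays (339), gene symbols (184) and a threshold of 4-fold (73) do not. Normexp was run on median intensities, a change made after the files had been read.

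The share of changed probes that were higher in the ovary was 53.5%, and the paper's value is 34.5%. The authors' table (34.5%) and a dim probe's own value (34.5%) reach it, and the 50th percentile (50.9%), no filter (44.0%), only probes well above background on both arrays (46.0%) and gene symbols (43.5%) come within 1.5 times of it. Normexp (60.5%), quantile normalization (55.4%), the 75th percentile over probes well above background on all arrays (53.4%) and a threshold of 4-fold (56.2%) do not.

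The other values lie within 1.5 times of the paper's. The liver count was 2593 and the paper's is 2963, the liver share was 85.0% and the paper's is 77.7%, the uterus count was 1029 and the paper's is 1324, and the uterus share was 70.8% and the paper's is 56.6%. The authors' table gives 2965 probes with 77.7% higher in the liver and 1324 probes in the uterus. Its uterus share is 43.4% as headed, the paper's lower share, and 56.6% with the columns exchanged, an exchange chosen after the values had been seen. A dim probe's own value gives 2971 probes with 77.9% higher in the liver and 1321 probes with 56.8% higher in the uterus.

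The paper lists *sprr2a*, *sprr2b*, *sprr2f* and *sprr2g* as lower with BHPF in the ovary. Of these, *Sprr2f* was at least 2-fold lower, and 1 of the probes of *Sprr2a2* was, while another had a log2 ratio of 0.18 and was also bright in the liver. *Sprr2g* fell by at least 0.65 and was not called at 2-fold. It is called with a dim probe's own value, with a log2 ratio of −2.52. *Sprr2b* was not well above background on either ovary array, and its own values give −1.05, which is called only without a filter on dim probes.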

Other observations

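The tests of an offset between the liver arrays, of B cells or neutrophils in the liver pool, of less blood in the liver pool and of the exchanged uterus columns were chosen after the results had been seen.

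The liver arrays differed by signal. The median log2 ratio was 0.29 in the dimmest of 10 classes of mean level and 0.04 in the brightest. An offset between the arrays that depends on signal may account for a part of the probes that were higher with BHPF, since quantile normalization, which removes such an offset, lowered the higher share from 85.0% to 62.8%. Whether it is the whole cause is open, because the scaling itself sets the balance of higher and lower probes, with 56.6% higher under the 50th percentile, and there is 1 array per group. An offset, the slide position and an effect of BHPF on many liver genes cannot be told apart. At like mean level, liver probes without a gene symbol had higher ratios than those with one in 10 of 10 classes, with a median difference of 0.19. In the ovary this difference was 0.01 and in the uterus 0.02.

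Genes of neutrophils had a median log2 ratio below 0 in all 3 tissues. In the uterus their median was −0.50, with 11 of 16 genes below 0 and 5 of them at least 2-fold lower, among them *S100a8* (−1.52). The other 5 genes were above 0 there, 1 of them at least 2-fold higher. In the liver 15 of 18 genes were at least 2-fold lower. Less blood in the BHPF liver pool may lower them, but it would lower the genes of red cells as much, and these had a median of −0.26, and of −0.58 with the 50th percentile, under which the neutrophil median was −2.64. Among them were *Hba-a1* at −0.14, *Hba-a2* at 0.25 and *Hemgn* at 0.18, the last of which were −0.06 and −0.14 with the 50th percentile. Less blood is therefore argued against as the whole cause of the fall. It stays open as a part of it, since 8 of 12 red cell genes were below 0. Their median lay at percentile 0.025 of the random lists. A lower number of neutrophils in the treated mice, or in the pool by chance, stays open and was not tested.

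Of the immune lists in the liver, the T cell list alone had a median above 0. It was 0.15, with 14 of 23 genes above 0, at percentile 91.1 of the random lists, and it went to 0.014 after quantile normalization, and to −0.14 with the 50th percentile, which lowered the median of all liver probes as well. B cells or neutrophils in the BHPF liver pool are argued against by the B cell median of −0.47 and by the fall of the neutrophil genes, since both lists stayed below 0 under each scaling. Lymphoid cells that are mainly T cells may have entered the pool, and they cannot be told apart from an effect of BHPF, because the T cell median of 0.15 lies within the range of the random lists. In the ovary, lymphoid cells in the control pool may account for a part of the fall of immune genes. The B cell median was −0.25, but the T cell genes went both ways and the control ovary expressed 20 of 27 B cell genes, so that such cells and an effect of BHPF cannot be told apart.

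The fall of Sprr2 genes in the ovary may come from oviduct or uterine tissue in the control ovary pool. The list of oviduct and uterine epithelium had a median of −0.077 in the ovary, with 17 of 22 genes below 0. *Ltf*, which is also in the neutrophil list, fell by 3.98, and *Cldn3* (−0.83), *Ovgp1* (−0.74) and *Cdh1* (−0.57), chosen after their values were seen, fell less. The control ovary expressed 22 of the 24 genes, among them *Krt18* (−0.06) and *Krt8* (0.06, and −0.05 with normexp), which would hide a small share of another tissue. Tissue in the pool and an effect of BHPF cannot be told apart here.

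In the uterus, fewer epithelial cells in the BHPF pool are argued against as a source of the lower Sprr2 levels. The same list had a median of 0.053 there, with 14 of 24 genes above 0 and none at least 2-fold lower. Its most abundant genes, all of them also expressed in the control uterus, were *Krt18* (0.13), *Krt19* (0.24), *Ltf* (0.04), *Krt8* (−0.13) and *Krt7* (−0.16). The signs of *Krt18*, *Krt7* and *Ltf* changed with normexp. The sign of the list median was negative, at −0.02, with the 50th percentile. A change of Sprr2 expression within the epithelium under BHPF is a hypothesis that these arrays leave open.

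The authors' table gives the opposite direction in the uterus. That its 2 uterus columns hold each other's arrays is shown by the values, since 100% of the probes in the column headed control uterus lie at 1 constant difference from the scanner values of the BHPF uterus array, against 0.343% for the control uterus array. This comparison does not show which of the headings are right. The paper's direction for the Sprr2 genes of the uterus is that of the scanner files. The paper also reports lower *sprr2a* and *sprr2b* with BHPF by Q-RT-PCR, in uteri of other mice dosed for longer. That is the direction given by the headings of the scanner files.

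Other lists gave these medians. Housekeeping genes were at 0.01 in the liver and 0.06 in the uterus, both of which were below 0 with the 50th percentile (−0.30 and −0.01) and after quantile normalization (−0.03 and −0.05), and at 0.14 in the ovary. Pancreas genes were at 0.25 in the liver, where they were at −0.02 with the 50th percentile and −0.01 after quantile normalization, −0.10 in the ovary and 0.14 in the uterus. Skeletal muscle genes were at −0.06 in the liver, and 0.04 with normexp, −0.05 in the ovary and −0.02 in the uterus. Keratin genes were at 0.41 in the liver, 0.02 in the ovary, where the 50th percentile changed their sign, and −0.08 in the uterus. Genes of granulosa, theca and oocytes were at 0.01 in the ovary, and at −0.04 after quantile normalization. Erythroid genes were at −0.08 in the ovary and 0.14 in the uterus. Of the biotransformation probes in the ovary, 2 of 143 were at least 2-fold higher and 0 lower, with a median of 0.03. Of the probes evaluated in both liver and uterus, 73 were higher in both, 34 lower in both and 20 changed in opposite directions. The ratios of the liver and the uterus had a correlation of 0.141 across probes, which are not independent replicates.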
